# Dynamic metabolism of endothelial triglycerides protects against atherosclerosis in mice

**DOI:** 10.1172/JCI170453

**Published:** 2024-01-04

**Authors:** Nabil E. Boutagy, Ana Gamez-Mendez, Joseph W.M. Fowler, Hanming Zhang, Bal K. Chaube, Enric Esplugues, Andrew Kuo, Sungwoon Lee, Daiki Horikami, Jiasheng Zhang, Kathryn M. Citrin, Abhishek K. Singh, Brian G. Coon, Monica Y. Lee, Yajaira Suarez, Carlos Fernandez-Hernando, William C. Sessa

**Keywords:** Vascular Biology, Atherosclerosis, Endothelial cells, Lipoproteins

## Abstract

Blood vessels are continually exposed to circulating lipids, and elevation of ApoB-containing lipoproteins causes atherosclerosis. Lipoprotein metabolism is highly regulated by lipolysis, largely at the level of the capillary endothelium lining metabolically active tissues. How large blood vessels, the site of atherosclerotic vascular disease, regulate the flux of fatty acids (FAs) into triglyceride-rich (TG-rich) lipid droplets (LDs) is not known. In this study, we showed that deletion of the enzyme adipose TG lipase (ATGL) in the endothelium led to neutral lipid accumulation in vessels and impaired endothelial-dependent vascular tone and nitric oxide synthesis to promote endothelial dysfunction. Mechanistically, the loss of ATGL led to endoplasmic reticulum stress–induced inflammation in the endothelium. Consistent with this mechanism, deletion of endothelial ATGL markedly increased lesion size in a model of atherosclerosis. Together, these data demonstrate that the dynamics of FA flux through LD affects endothelial cell homeostasis and consequently large vessel function during normal physiology and in a chronic disease state.

## Abstract 2

<p>Endothelial cell flux of fatty acids into triglyceride-rich droplets regulates vascular homeostasis.</p>

## Introduction

The vascular endothelium is essential in lipid partitioning (1). Specifically, in metabolically active tissues (e.g., heart, skeletal muscle, adipose), triglyceride-rich (TG-rich) lipoproteins (chylomicrons, VLDL) are metabolized by lipoprotein lipase (LPL), which docks on the luminal surface of capillaries together with the protein GPIHBP1 (2). Following lipolysis, fatty acids (FAs) traverse the endothelium via passive diffusion (3) or receptor-mediated uptake to be metabolized or stored in underlying parenchymal cells (1). Recent data have shown that receptor-mediated uptake of FA by the small vessel endothelium is critical for maintaining metabolic homeostasis and that the aortic endothelium is capable of endocytosing TG-rich lipoproteins by a receptor-mediated, LPL-independent process (4–6). However, little is known about how endothelial cells (ECs) process lipids after uptake, especially in large vessels — the site of atherosclerotic vascular disease.

Lipid droplets (LDs) are dynamic intracellular organelles that assemble, store, and release lipids depending on energy status of the cell (7). During conditions of energy surplus, cells can esterify free FAs into TG for storage in LDs. TG synthesis is an early step in LD biogenesis, a multiple-step process that occurs in the ER and is rate limited by diacylglycerol *O*-acyltransferase enzymes (DGAT-1 and -2) (8). Alternatively, LD components can be liberated by a series of hydrolysis reactions, leading to the production of lipid metabolites that are used for energy provision, membrane synthesis, transcriptional control, and/or cell signaling (7). The rate-limiting enzyme in LD hydrolysis is adipose TG lipase (ATGL) (also known as patatin-like phospholipase domain–containing protein 2 [PNPLA2]), which is a lipase found on the surface of LDs that, together with its coactivator, comparative gene identification-58 (CGI58), catalyzes the initial step in TG lipolysis (9, 10).

The essential role of ATGL in LD metabolism and human physiology was uncovered by several clinical case reports describing mutations in the *ATGL* and *CGI58* genes (11). Mutations in these genes cause neutral lipid storage disease (NLSD), an autosomal recessive disorder characterized by excessive TG accumulation in multiple tissues (11). Patients with mutations in the *ATGL* gene develop a more severe clinical prognosis, characterized by myopathy (NLSD-M), compared with individuals with mutations in *CGI58* that develop NLSD with ichthyosis (NLSD-I) (12). Individuals with NLSD-M accumulate TG-rich LDs in the liver, skeletal muscle, and heart, which are associated with elevated liver enzymes, muscle weakness, and systolic dysfunction. Detailed analysis of an explanted heart from a patient with a homozygous loss-of-function mutation in exon 7 of *ATGL* (c.865C →T; p.Gln289X) revealed unusual atherosclerotic plaques characterized by massive neutral lipid accumulation in endothelial and smooth muscle cells (SMCs) and medial thickening of the coronary vessel wall (13). Several other patients with loss-of-function mutations in *ATGL* display this phenotype, defined as primary TG-deposit cardiomyovasculopathy (14, 15), suggesting that ATGL-dependent lipolysis regulates TG hydrolysis in large blood vessels.

Impaired ATGL-mediated LD hydrolysis influences whole-body metabolism and systemic tissue function (9, 16). For example, transgenic mice with adipose-specific ATGL deletion display a marked reduction in adipose lipolysis, which leads to protection from diet-induced insulin resistance (17), but an impairment in acute exercise performance (18). In addition, mice with a global deletion of ATGL present a severe phenotype characterized by premature death caused by extensive lipid accumulation and defective β oxidation in cardiac tissue (16). Interestingly, global ATGL-deficient mice exhibit endothelial dysfunction in the macro- and microvasculature, which is partially linked to a reduction in LD-derived ligands of PPARα signaling as well as marked perivascular fat inflammation (19). Despite the extensive characterization of ATGL-mediated control of lipid metabolism in cardiac and adipose tissue, the cell-autonomous role of ATGL in EC lipid metabolism and function is poorly understood.

Recent data from our group have shown that ECs contain the machinery for LD formation and metabolism in micro- and macrovascular ECs (20). In vitro, microvascular ECs synthesize LD to buffer lipotoxicity and hydrolyze LD to liberate FA that can be oxidized by the mitochondria or released from cells for delivery to parenchymal cells (20). LD hydrolysis in these cells is rate limited by ATGL and is negatively regulated by CAV-1 (21). Interestingly, LD accumulation was observed in large-vessel ECs following postprandial lipid challenge in mice. The presence of neutral lipid pools in the endothelium of mammalian atheromas suggests that endothelial LD accumulation may contribute to large vessel dysfunction (22, 23). Although global *Atgl*-KO mice display endothelial dysfunction, the EC-autonomous role of ATGL and LD accumulation cannot be deciphered using this model due to confounding from marked dysfunction in other tissues that can impair vascular function. Therefore, we generated endothelial-specific *Atgl*-KO mice to systematically explore the function of TG hydrolysis in intact blood vessels.

Here, we show that endothelial-specific ATGL ablation leads to neutral lipid accumulation in the endothelium of large vessels and impairs large vessel endothelial-dependent vascular tone though a reduction in nitric oxide (NO) synthesis. Using bulk RNA-Seq and several complementary functional read-outs, we demonstrate that the loss of ATGL in endothelial cultures upregulates ER stress, which in turn heightens proinflammatory signaling. Notably, single-cell RNA-Seq of aortic ECs validated these findings in vivo. Consistent with this mechanism, deletion of endothelial ATGL markedly increases lesion size in a murine model of atherosclerosis. Together, these data demonstrate that the dynamics of FA flux through LD affects EC homeostasis and consequently large vessel function during normal physiology and in a chronic disease state.

## Results

### Loss of ATGL in the endothelium leads to spontaneous neutral TG lipid accumulation.

EC-specific ATGL KO mice (*Atgl* ECKO) were generated by crossing *Atgl^fl/fl^* mice with endothelial-specific, *Cdh5*-Cre (VE-cadherin-Cre) transgenic mice. EC-specific ATGL deletion was confirmed, and *Atgl* mRNA (Figure 1A) and protein levels (Figure 1B) were markedly reduced in mouse lung ECs (LECs) of *Atgl* ECKO compared with *Atgl^fl/fl^* (control) littermate mice. Accordingly, the loss of ATGL in LECs enhanced baseline levels of neutral lipids and augmented LD formation by oleic acid (OA) loading, as assessed by both the neutral lipid dye BODIPY 493/503 (Figure 1C) and direct measurement of TG content (Figure 1D). In addition to microvascular cells, *Atgl* mRNA was significantly reduced in FACS-purified ECs (CD31^+^CD45^–^) from the aorta of *Atgl* ECKO compared with control mice (Figure 1E). Consistently, en face imaging of BODIPY 493/503 showed that TG-rich neutral lipids were detectable in the endothelial layer of abdominal aortas from overnight-fasted *Atgl* ECKO mice (Figure 1F), and this effect was further accentuated by ex vivo incubation of the vessel with OA (1 mM). Similarly, en face imaging of the lesser curvature of aortic arch, an atherosclerosis-prone region of the vessel wall, showed more postprandial TG-rich neutral lipid accumulation in endothelial layers of the aorta in *Atgl* ECKO following an olive oil gavage compared with that of control mice (Figure 1G). Thus, the loss of ATGL in the endothelium leads to neutral lipid accumulation in both micro- and macrovessels. Notably, *Atgl* ECKO mice are viable, gain weight, and display similar levels of fasted glucose and circulating total cholesterol, TGs, and nonesterified FAs (NEFA) compared with control littermates on a standard chow (SC) diet (Supplemental Figure 1, A–E; supplemental material available online with this article; https://doi.org/10.1172/JCI170453DS1). In addition, *Atgl* ECKO mice do not display structural vascular defects, as determined by staining the retinal vasculature with isolectin-B4 at P6 (Supplemental Figure 2). Furthermore, *Atgl* mRNA levels were not different in thioglycollate-elicited peritoneal CD11b^+^ macrophages between *Atgl* ECKO and control littermates (Supplemental Figure 3).

### ATGL ECKO mice have impaired large-vessel endothelial-dependent relaxation and reduced NO synthesis.

To determine whether the loss of ATGL in EC had any impact on vessel function, we examined vasomotor function of mouse aortic segments using wire myography (24). Phenylephrine-induced (PE-induced) tension development was elevated (Figure 2A), whereas acetylcholine-induced (Ach-induced) relaxation (Figure 2B) was reduced in aortas from *Atgl* ECKO compared with littermate control vessels. However, the direct vasorelaxant actions of sodium nitroprusside (SNP) were not different between the genotypes (Figure 2C), implying endothelial dysfunction. Since endothelial NO synthase–derived (eNOS-derived) NO is the primary vasorelaxing factor produced by large vessel endothelium (25), these data imply that the loss of ATGL impairs eNOS-derived NO production. eNOS is abundantly present in a tight perinuclear, Golgi pattern in aortic ECs (26) (Figure 2D), and this staining pattern is eliminated in aortas from eNOS KO mice. Interestingly, the levels of immunoreactive eNOS were reduced in *Atgl* ECKO aortas compared with those in control littermates (quantified in Figure 2E). The reduction in eNOS levels in *Atgl* ECKO mice was observed throughout several regions of the aorta compared with in control mice (Supplemental Figure 4). In addition, eNOS protein levels as determined by Western blotting were significantly reduced in aortic homogenates from *Atgl* ECKO compared with control mice (Figure 2F and quantified in Figure 2G). In accordance with reduced eNOS protein levels, the bioavailability of NO, measured as NO-bound hemoglobin (NO-Hb) by electron paramagnetic resonance (EPR) spectroscopy (24, 27), was significantly reduced in *Atgl* ECKO compared with control mice (Figure 2H). However, despite these reductions, carotid blood pressure was no different between the genotypes (Supplemental Figure 5). Thus, the loss of EC ATGL promotes EC dysfunction and reduces NO bioavailability without influencing systemic blood pressure.

### The loss of ATGL in EC induces a proinflammatory gene-expression profile.

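RNA-Seq values came from 6 libraries of untreated mouse LECs, 3 control and 3 *Atgl* ECKO. The LECs were immunoselected from mouse lung, grown in culture and then immortalized with the middle T antigen. Nothing in the labels says whether libraries of a genotype came from separate cultures or animals, so the p-values measure only the spread between these samples, which may be technical. The table holds normalized values in CPM for 20409 gene symbols. The depth is given by the step between the lowest values, which is the CPM of 1 read. By this step 1 CPM rests on 69.0, 55.6 and 66.3 reads in control replicates 1, 2 and 3, and on 63.2, 61.7 and 65.4 reads in *Atgl* ECKO replicates 1, 2 and 3. The 12837 genes with a mean of at least 1 CPM over all libraries were tested with limma on log2(CPM + 1), and the p-values were adjusted by the Benjamini-Hochberg method over these genes. A fold change is given as the mean log2 value in *Atgl* ECKO minus that in control LECs, and the added 1 CPM draws the fold changes of genes with low CPM toward 0. Libraries of 1 genotype correlated at 0.998 or more over the tested genes (Pearson's r across genes, which are not independent replicates), and libraries of different genotypes at 0.963 to 0.964.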

To gain mechanistic insights into how the loss of ATGL affects EC gene expression and subsequent function, total RNA-Seq was performed in LECs isolated from control and *Atgl* ECKO mice. As displayed in the volcano plot in Figure 3A, a total of 742 genes were significantly up- (*n* = 372) or downregulated (*n* = 370) by the loss of ATGL in LECs. 

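*Pnpla2*, which encodes ATGL, had 28.0 ± 1.91 CPM (SD, n = 3 libraries) in control LECs and 9.40 ± 0.494 CPM (SD, n = 3) in *Atgl* ECKO LECs, which left 33.6% of the control level. Its log2 fold change was -1.48 (standard error 0.05, adjusted p = 1.84e-12 from limma), and every *Atgl* ECKO library was below every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The CPM of a whole gene does not separate reads of the deleted part of *Pnpla2* from reads of the rest. At the thresholds of Figure 3A, a log2 fold change beyond 1 or -1 and an unadjusted p under 0.05, 286 genes were higher and 349 lower in *Atgl* ECKO LECs. With no fold threshold and an adjusted p under 0.05, 4396 genes were higher and 4649 lower, and their median absolute log2 fold change was 0.30. Of the tested genes, 73.1% had no overlap between the groups, against 10% by chance for 3 libraries against 3. Among genes with a mean of at least 10 CPM, the highest log2 fold changes included those of *Xlr* (5.12), *Prom1* (4.43), *Pcdhga5* (3.81), *Hapln1* (3.08), *Emp2* (2.82), the stearoyl-CoA desaturase gene *Scd1* (2.79), the fatty acid transporter gene *Slc27a1* (2.71), *Tspan8* (2.68) and *Tspan13* (2.67). *Pcdhga5* shares exons with other genes of its protocadherin cluster, so reads can be shared among them. The lowest were those of *Plxdc2* (-6.57), *Itga9* (-5.58), which encodes an integrin subunit, *Ddx3y* (-5.52), the collagen receptor gene *Ddr2* (-5.45), *Casp1* (-4.83) and *Aim2* (-4.49), both of the inflammasome, *Igfbp5* (-4.58), *Eif2s3y* (-4.49), *Prdm16* (-4.40) and *Kdm5d* (-4.37). *Ddx3y*, *Eif2s3y* and *Kdm5d* lie on the Y chromosome. Genes of chromosomes 12, 14, 16 and 19, among them *Scd1*, *Emp2* and *Tspan13*, made up 13.4% of the tested genes and 30.6% of those higher at an adjusted p under 0.05, and *Plxdc2* lies on chromosome 2, whose genes had a median log2 fold change of -0.23.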

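Endothelial genes moved in both directions between the genotypes. Of 29 genes of endothelial identity, 10 were higher in *Atgl* ECKO LECs and 12 lower (also 10 and 12 adjusted over the list alone), with a median log2 fold change of -0.05 (camera adjusted p = 0.843). Over all 12837 tested genes, 4396 were higher and 4649 lower, so a split of this kind is not particular to the list. *Cd34* rose by 0.96 and the transcription factor gene *Klf4* by 0.88 on the log2 scale, whereas *Vwf*, which encodes von Willebrand factor, had a log2 fold change of -1.35. Of 11 lung epithelial markers only 3 passed the filter, and these were higher, *Krt18* by 1.20, *Krt8* by 1.04 and *Ager*, with 1.02 and 1.48 CPM, by 0.30 on the log2 scale (also 3 adjusted over the list alone, camera adjusted p = 0.0543, and adjusted p = 0.559 with an estimated correlation). *Epcam*, *Cdh1* and *Sftpb* stayed under 0.1 CPM in every library. With the preset correlation the list was called higher without *Atgl* ECKO replicate 1 (adjusted p = 0.0457), without control replicate 2 (adjusted p = 0.0468) and with chromosome medians removed (adjusted p = 0.0292). It was also called higher with the replicate number as a block. The call for *Ager* was lost without control replicate 1 (adjusted p = 0.0521), without *Atgl* ECKO replicate 2 (adjusted p = 0.0721) and with no moderation of the variances (adjusted p = 0.0868). Of 2 leukocyte markers tested, *Cd68*, a lysosomal protein gene, rose by 1.77 and *Laptm5* had a log2 fold change of 0.09 (adjusted p = 0.356 from limma; 1 higher also over the list alone). Fibroblast, smooth muscle and pericyte markers numbered 5 among the tested genes, with 3 higher and 1 lower (4 and 1 adjusted over the list alone, camera adjusted p = 0.357), among them *Cnn1* at 0.73, *Tagln* at 0.77 and *Acta2* at -0.53. Below the filter, the collagen genes *Col1a1* (1.20 CPM in control and 0.359 in *Atgl* ECKO LECs), *Col3a1* (0.454 and 0.0366) and *Col1a2* (0.243 and 0.126) had lower means in *Atgl* ECKO LECs and *Pdgfrb* (0.226 and 0.734) a higher one. Of 3 lymphatic markers, *Thy1* was higher (0.76) and *Flt4* lower (-0.51), also 1 and 1 adjusted over the list alone, and their median was -0.03 and their mean 0.07 (camera adjusted p = 0.920). Neither of the 2 mesothelial markers in the table reached 1 CPM. Near *Pnpla2* on chromosome 7, 7 of 19 tested genes were higher and 6 lower (8 and 7 adjusted over the list alone), with a median of -0.05 (camera adjusted p = 0.920).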

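Genes that TNF induces through NF-κB moved in both directions in *Atgl* ECKO LECs. Of 27 tested genes of this kind, listed before the data were examined, 11 were higher, 11 lower and 5 did not pass the test (also 11 and 11 adjusted over the list alone). The higher members included *Ptgs2*, which encodes COX-2, *Tnfaip3*, an inhibitor of NF-κB signaling, and the adhesion molecule gene *Vcam1*. Among the lower members, *Cx3cl1*, which encodes the chemokine fractalkine, had a log2 fold change of -1.80 (standard error 0.05, adjusted p = 3.06e-14 from limma) and *Sele*, which encodes E-selectin, one of -1.33 (standard error 0.04, adjusted p = 1.33e-13 from limma). *Icam1* had a log2 fold change of -0.01 (adjusted p = 0.702 from limma). The study shows 6 of the 27 genes in Figure 3C, and of the other 21, 5 were higher and 11 lower. Those 6 were chosen on these libraries and were all higher, so leaving them out tilts the rest toward lower. The median of the list was -0.01 and its mean 0.02 (camera adjusted p = 0.868). Of all 12837 tested genes, 4396 were higher and 4649 lower, so a near-even split was also that of all genes.
Targets of p53 were higher in 13 of 20 cases and lower in 2 (also 13 and 2 adjusted over the list alone), with a median log2 fold change of 0.23. The camera test gave an adjusted p of 0.00329 with the preset correlation and an adjusted p = 0.413 with an estimated correlation. In the latter setting camera called 0 lists, not even the sex-linked genes (adjusted p = 0.182), so it says little either way. *Mdm2* rose by 0.77, the cell cycle inhibitor gene *Cdkn1a* by 0.67 and *Pmaip1* by 0.56 on the log2 scale, and *Perp* had a log2 fold change of -0.96. Of 19 genes of the CXCL12 axis and leukocyte extravasation, 9 were higher and 8 lower (also 9 and 8 adjusted over the list alone). Their median was -0.01, their mean 0.05 and the camera adjusted p = 0.920. *Timp1*, an inhibitor of matrix metalloproteinases, had a log2 fold change of -1.08. *Cxcr4* was below the filter, at 0.00996 CPM in control and 0.200 CPM in *Atgl* ECKO LECs. Among 11 Ephrin receptors and ligands, *Epha4* (1.78) was among 3 higher members, and *Efnb2* (-1.28) and *Ephb4* (-0.65) among 5 lower (also 3 and 5 adjusted over the list alone, median -0.10, camera adjusted p = 0.453). PPAR targets and genes of fatty acid oxidation were lower in 17 of 29 cases and higher in 6 (18 and 6 adjusted over the list alone), with a median of -0.16 (camera adjusted p = 0.0543, and adjusted p = 0.904 with an estimated correlation). With the preset correlation it was called lower with a filter at a mean of 5 CPM (adjusted p = 0.0186), with no filter (adjusted p = 0.0159), without *Atgl* ECKO replicate 1 (adjusted p = 0.0409) and without control replicate 2 (adjusted p = 0.0468). *Pparg* fell by 1.49, *Ucp2* by 0.87 and *Eci2* by 0.58 on the log2 scale.

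**Figure D1:**
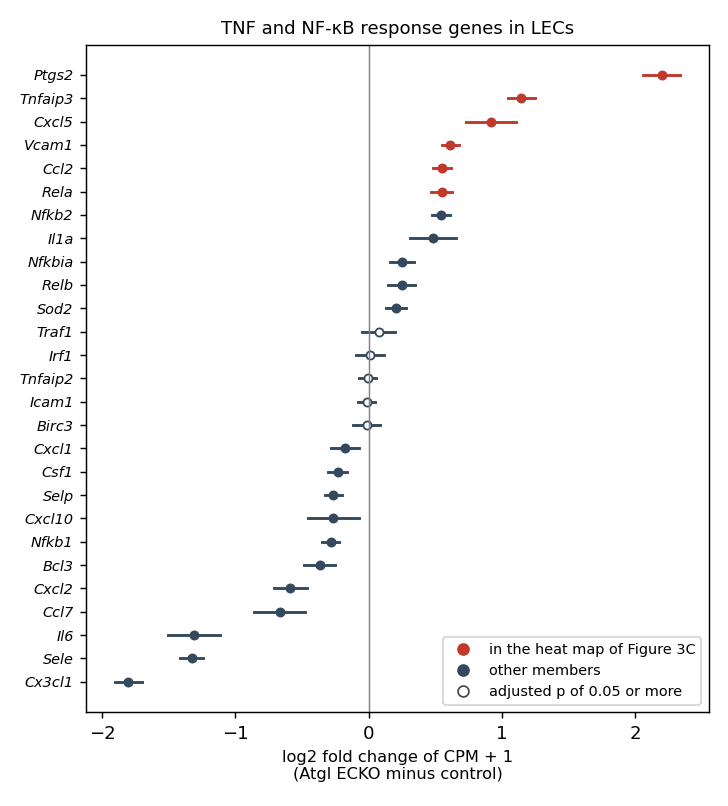
Log2 fold change of CPM + 1 in *Atgl* ECKO minus control LECs (n = 3 libraries each) for the 27 tested genes of the TNF and NF-κB response, with 95% confidence intervals from limma. Red marks the 6 genes shown in Figure 3C, all above 0, and open circles the 5 genes with an adjusted p of 0.05 or more. Of the genes in dark blue, 5 were higher and 11 lower at an adjusted p under 0.05.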

Ingenuity Pathway Analysis (IPA) demonstrated that the loss of ATGL markedly upregulates several inflammatory signaling pathways (Figure 3B) and Upstream Regulator Analysis (URA) showed that the highest abundance of elevated genes was regulated by the TNF pathway. Consistently, the expression of several proinflammatory genes was significantly upregulated by the loss of ATGL, as shown by the heatmap in Figure 3C. Thus, the loss of ATGL in EC induces a proinflammatory phenotype. 

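All 13 genes of Figure 3C were higher in *Atgl* ECKO LECs, each with every *Atgl* ECKO library above every control library. The chemokine receptor gene *Cxcr3* rose most, with a log2 fold change of 2.27 (standard error 0.08), followed by *Ptgs2* at 2.20 (standard error 0.07) and *F3*, which encodes tissue factor, at 1.44 (standard error 0.09). *Cxcl12* rose by 1.21, *Tnfaip3* by 1.14, the tenascin C gene *Tnc* by 1.12 and *Fosl1*, a member of the AP-1 transcription factor, by 1.06 on the log2 scale. *Ifit2* (0.95), the neutrophil chemokine gene *Cxcl5* (0.92) and the transcriptional repressor gene *Bcl6* (0.89) came next, and *Vcam1* (0.61), the monocyte chemokine gene *Ccl2* (0.55) and *Rela* (0.55), which encodes the p65 subunit of NF-κB, were lowest. *Cxcl5* had low CPM, so the added 1 CPM lowers its place in this order. The highest adjusted p among the 13 genes was 1.46e-07 from limma, and 7 of the 13 were past the thresholds of Figure 3A. The study chose these genes on the same libraries, so their count is not independent evidence of a direction. As a set they had a camera adjusted p of 1.21e-07, and an adjusted p = 0.182 with an estimated correlation. In the latter setting camera called 0 lists, so it says little either way. *Rela*, *Fosl1* and *Ifit2* lie on chromosome 19 and *Bcl6* on chromosome 16, whose genes had median log2 fold changes of 0.41 and 0.26. With the median of each chromosome removed, a setting chosen after seeing the data, all 13 genes were still higher and *Rela* had a log2 fold change of 0.14.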

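Interferon-stimulated genes, another group tied to inflammation, were mostly lower in *Atgl* ECKO LECs. Of 22 tested, 2 were higher, 16 lower and 4 did not pass the test (also 2 and 16 adjusted over the list alone), with a median log2 fold change of -0.55. *Ifi44* had a log2 fold change of -1.77 (standard error 0.17, adjusted p = 1.86e-07 from limma) and the ubiquitin-like modifier gene *Isg15* one of -1.34 (standard error 0.18, adjusted p = 5.29e-06 from limma), while *Ifit2* was higher. The control libraries differed widely for some of these genes, as for *Ifi44* with 34.0 ± 11.6 CPM (SD, n = 3) against 8.84 ± 0.779 CPM (SD, n = 3) in *Atgl* ECKO LECs. The camera adjusted p was 0.0268 with the preset correlation. With an estimated correlation, where camera called 0 lists, the adjusted p = 0.904 says little either way. The call with the preset correlation was lost without control replicate 2 (adjusted p = 0.0554), without control replicate 3 (adjusted p = 0.0664) and with limma without the trend (adjusted p = 0.0572). With no moderation of the variances, 6 members were lower. From its pathway analysis and the genes of Figure 3C, the paper concludes that the loss of ATGL induces a proinflammatory phenotype. It also reports higher *Vcam1* and *Ptgs2* by qRT-PCR and higher VCAM1 and COX2 protein in *Atgl* ECKO LECs. In mice it reports higher VCAM1 in the aortic arch and in aortic ECs.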

In independent experiments, quantitative reverse-transcription PCR (qRT-PCR) was used to validate RNA-Seq results. Consistently, basal and TNF-α–stimulated (10 ng/mL, 16 hours) mRNA levels of vascular cell adhesion molecule 1 (*Vcam1*) and prostaglandin-endoperoxide synthase 2 (encoding COX2) (*Ptgs2*) were significantly higher in *Atgl* ECKO compared with control LECs (Figure 3D).

### The loss of ATGL in ECs upregulates VCAM1 surface expression.

The induction of endothelial VCAM1 is tightly regulated by NF-κB (28) and is essential for leukocyte binding and subsequent diapedeses into the subendothelial space during inflammation and early atherogenesis (29). Therefore, we used several orthogonal approaches to functionally validate changes in *Vcam1* mRNA. As measured by flow cytometry, *Atgl* ECKO had higher surface levels of VCAM1 under basal (Figure 3E) and TNF-α–stimulated conditions (10 ng/mL, 16 hours) (Figure 3F) compared with control LECs. Considering that VCAM1 is induced by various inflammatory signals and is dependent on NF-κB signaling, control and *Atgl* ECKO LECs were treated overnight with bacterial lipopolysaccharide (LPS) (16 hours) in the presence or absence of the IκB kinase (IKK) complex inhibitor BMS-345541 (IKKi). Flow cytometry determined VCAM1 surface levels were significantly higher following LPS activation in LECs from *Atgl* ECKO compared with control mice, and VCAM1 levels were reduced in LECs from both genotypes after IKK inhibition (Figure 3G). Notably, elevations in VCAM1 in LECs from *Atgl* ECKO were not associated with lung pathology or increased neutrophil numbers compared with those in control mice fed a SC diet (Supplemental Figure 6). Prior work has documented the expression of VCAM1 in the atheroprone, lesser curvature region of the aortic arch in mice fed a SC diet (30). Consistent with in vitro experiments, endothelial loss of ATGL in vivo led to enhanced levels of immunoreactive VCAM1 in the lesser curvature of the aortic arch of *Atgl* ECKO mice compared with control mice (Figure 3H).

### ER stress heightens proinflammatory responses in ECs that lack ATGL.

Lipid accumulation is associated with ER stress and insulin resistance in metabolic tissues of obese individuals (31, 32). In cultured human ECs, lipid-induced ER stress partially mediates the induction of several proinflammatory chemokines/cytokines (e.g., IL-6, CXCL8, CCL2) (33). Thus, ER stress may mediate the heightened proinflammatory signaling observed in ECs that lack ATGL. To test this hypothesis, RNA-Seq was used to identify significantly different ER stress genes between control and *Atgl* ECKO ECs. 

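*Atf4*, the transcription factor gene at the center of the integrated stress response, had 257 ± 4.83 CPM (SD, n = 3) in control and 336 ± 8.41 CPM (SD, n = 3) in *Atgl* ECKO LECs, a log2 fold change of 0.39 (standard error 0.03, adjusted p = 1.24e-08 from limma). *Ddit3* rose from 9.23 ± 0.461 to 15.5 ± 0.417 CPM (log2 fold change 0.69), *Ppp1r15a* from 42.6 ± 2.81 to 53.9 ± 1.65 CPM (0.33) and the ER oxidase gene *Ero1l* from 113 ± 2.53 to 171 ± 4.46 CPM (0.59). All 13 genes of Figure 4A were higher, and the others were *Tnfrsf10b* (0.78), *Cth* (0.71), *Psat1* (0.63), *Syvn1* (0.49), *Asns* (0.47), *Cebpd* (0.43), *Slc6a9* (0.36), *Bax* (0.35) and *Sel1l* (0.19). The highest adjusted p among the 13 was 7.64e-05 from limma. The study chose them on the same libraries, which makes their count no independent evidence of a direction, and their camera adjusted p was 8.73e-06, with an adjusted p = 0.250 from an estimated correlation. *Ero1l* and *Tnfrsf10b* lie on chromosome 14, *Psat1* and *Syvn1* on chromosome 19, *Sel1l* on chromosome 12 and *Cebpd* on chromosome 16, whose genes had median log2 fold changes of 0.45, 0.41, 0.36 and 0.26. With the median of each chromosome removed, a setting chosen after seeing the data, 11 of the 13 genes were higher, *Ero1l* had a log2 fold change of 0.15, *Syvn1* one of 0.09 (adjusted p = 0.0800) and *Sel1l* one of -0.17 (adjusted p = 7.45e-05). Of 35 targets of ATF4 and genes of the integrated stress response, 20 were higher, 7 lower and 8 did not pass the test (also 20 and 7 adjusted over the list alone), with a median of 0.18. Their camera adjusted p was 0.0224, and an adjusted p = 0.904 was obtained with an estimated correlation. In the latter setting camera called 0 lists, so its values for this list and for the 13 genes say little either way. The amino acid transporter gene *Slc7a5* rose by 0.64 and the serine pathway gene *Shmt2* by 0.61 on the log2 scale, while the cystine transporter gene *Slc7a11* fell by 1.18 and *Atf5* by 0.83. Figure 4A shows 7 of the 35 genes, and of the other 28, 13 were higher and 7 lower. Those 7 were all higher, so leaving them out tilts the rest toward lower.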

As shown in Figure 4A, several ER stress genes, including *Atf4*, *Ddit3* (encodes CHOP), *Ppp1r15a* (encodes GADD34), and *Ero1l*, were upregulated in *Atgl* ECKO compared with control ECs. Conversely, the ER stress genes *Hspa5*, *Xbp1*, and *Hsp90b1* were not different between the genotypes. 

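*Hspa5*, which encodes the ER chaperone BiP, was lower in *Atgl* ECKO LECs, with 1276 ± 3.45 CPM (SD, n = 3) in control and 963 ± 15.9 CPM (SD, n = 3) in *Atgl* ECKO LECs. Its log2 fold change was -0.41 (95% confidence interval -0.47 to -0.34, adjusted p = 8.24e-09 from limma). *Xbp1* had 96.0 ± 4.38 and 78.6 ± 3.03 CPM, a log2 fold change of -0.29 (95% confidence interval -0.37 to -0.20, adjusted p = 7.85e-06 from limma), and the CPM of the gene does not separate its spliced form. *Hsp90b1*, which encodes the ER chaperone GRP94, had 1431 ± 21.5 and 1260 ± 26.8 CPM, a log2 fold change of -0.18 (95% confidence interval -0.25 to -0.12, adjusted p = 9.99e-05 from limma). Every *Atgl* ECKO library was below every control library for all 3 genes. Of 27 genes of ER chaperones and ER-associated degradation under IRE1 and ATF6, 7 were higher, 15 lower and 5 did not pass the test (also 7 and 15 adjusted over the list alone). The protein disulfide isomerase gene *Pdia3* had a log2 fold change of -0.58 and the chaperone gene *Hyou1* one of -0.39. The median of the list was -0.16 (camera adjusted p = 0.205, and adjusted p = 0.933 with an estimated correlation), and with the median of each chromosome removed, a setting chosen after seeing the data, the list was lower with the preset correlation (camera adjusted p = 0.00137). By fry, which asks whether the genes of a list move on balance 1 way, the list was lower (fry adjusted p = 0.0262). By the same test the list of ATF4 and the integrated stress response was higher (fry adjusted p = 0.00281). Of the 24 members that Figure 4A does not show, 4 were higher and 15 lower. The members it shows were chosen on these libraries and were all higher, so leaving them out tilts the rest toward lower. *Hspa5* and *Pdia3* lie on chromosome 2, and in the same setting the log2 fold change of *Hspa5* was -0.18, that of *Xbp1* -0.19 and that of *Hsp90b1* -0.38.

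**Figure D2:**
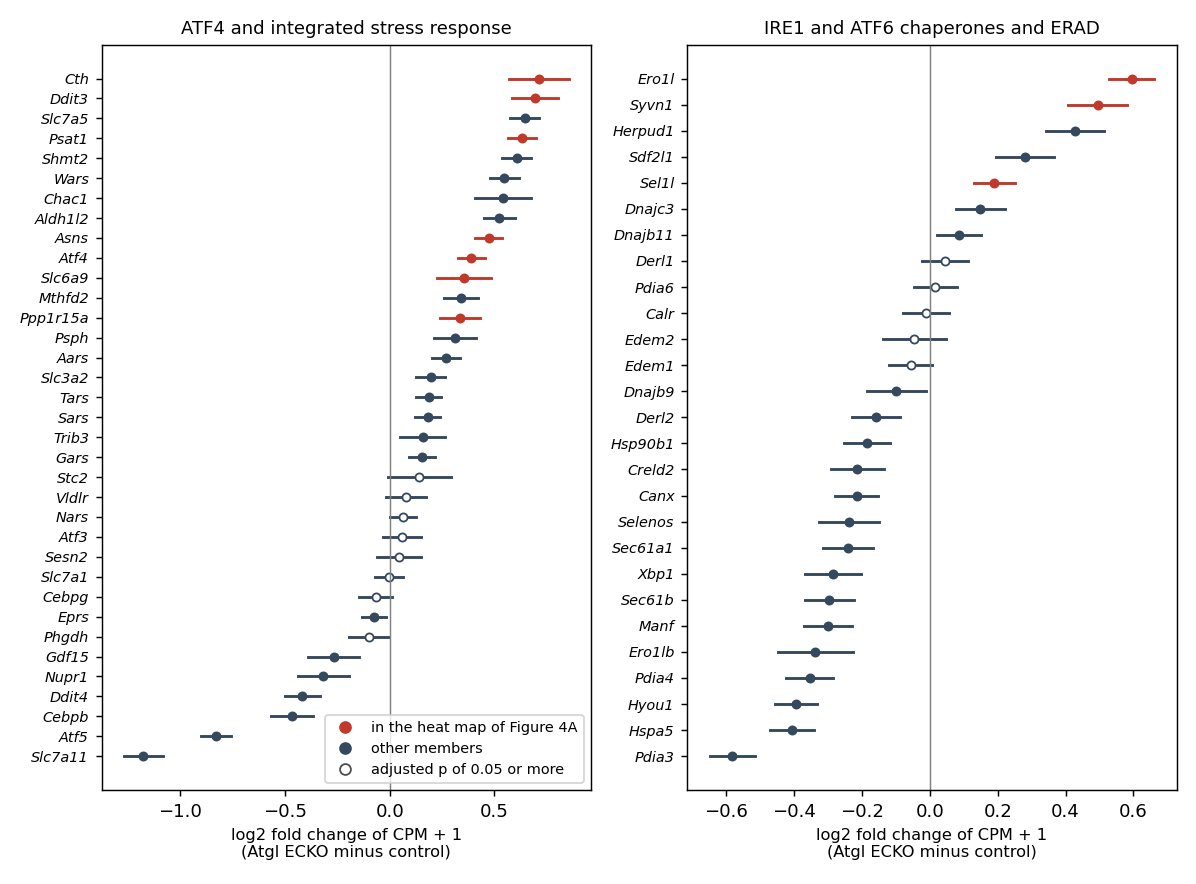
Log2 fold change of CPM + 1 in *Atgl* ECKO minus control LECs (n = 3 libraries each) with 95% confidence intervals from limma. The left panel shows the 35 tested genes of ATF4 and the integrated stress response, 20 higher and 7 lower, and the right panel the 27 tested genes of IRE1 and ATF6 chaperones and ER-associated degradation (ERAD), 7 higher and 15 lower. Red marks genes shown in Figure 4A, and open circles mark an adjusted p of 0.05 or more.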

Next, control and *Atgl* ECKO ECs were subjected to palmitate dosing to functionally assess ER stress. Interestingly, both ATF4 and CHOP protein levels were significantly higher at baseline in *Atgl* ECKO compared with control LECs (Figure 4B and quantified in Figure 4, E and F) and these elevations coincided with higher protein levels of VCAM1 and COX2 (Figure 4B and quantified in Figure 4, C and D). In addition, *Atgl* ECKO had a substantial left shift in inflammatory and ER stress responses to palmitate loading (16 hours), as evidenced by significantly greater protein levels of VCAM1, COX2, ATF4, and CHOP at lower doses of palmitate compared with control LECs (Figure 4B and quantified in Figure 4, C–F). Next, sodium 4-phenylbutyrate (4-PBA), a chemical chaperone that buffers protein aggregates and ER stress (34), was used to further dissect the relationship between ER stress and proinflammatory signaling in ECs with ATGL deletion. In vehicle-treated cells, 4-PBA significantly reduced ATF4 and CHOP as well as VCAM1 protein levels in *Atgl* ECKO ECs (Figure 4G, and quantified in Figure 4, H, J, and K). In addition, pretreatment with 4-PBA significantly rescued heightened VCAM1, COX2, ATF4, and CHOP induction in response to palmitate (0.1 mM, 16 hours) in *Atgl* ECKO LECs (Figure 4G and quantified in Figure 4, H–K). As palmitate leads to cell stress and proinflammatory signaling via multiple pathways, we aimed to isolate proinflammatory signaling with the use of TNF-α. Consistent with palmitate loading, pretreatment with 4-PBA was able to completely rescue heightened surface levels of VCAM1 in TNF-α–stimulated (10 ng/mL, 16 hours) conditions in *Atgl* ECKO LECs (Figure 4, L and M). Taken together, these data suggest loss of ATGL in ECs induces ER stress, which, at least in part, contributes to heightened proinflammatory signaling at baseline and in response to several inflammatory stimuli.

### Endothelial deficiency of ATGL accelerates atherosclerosis.

ER stress–related gene expression, including *ATF4* and *CHOP* mRNA levels, is elevated in the endothelium of coronary artery regions that are prone to atherosclerosis versus regions that are resistant to atherosclerosis (35). In addition, protein levels of ATF4 are upregulated in inflamed endothelium of human atherosclerotic lesions (33). Therefore, the upregulation of ER stress and proinflammatory signaling in the endothelium of animals that lack ATGL may accelerate atherosclerosis. Thus, to test the EC-autonomous role of ATGL during atherosclerosis, congenic *Atgl* ECKO mice were bred to *Apoe*-deficient mice (*ApoE^–/–^*) and fed an atherogenic diet (40% Kcal from fat plus 1.25% cholesterol) for 12 weeks. *Atgl* ECKO/*ApoE^–/–^* mice gained weight similarly to controls (*Atgl^fl/fl^*/*ApoE^–/–^*, Supplemental Figure 7A) and displayed similar elevations in total cholesterol (Supplemental Figure 7B), but had slightly reduced levels of TG (Supplemental Figure 7C). En face imaging of neutral lipid accumulation using Oil Red O demonstrated a marked increase in aortic lesion size in *Atgl* ECKO/*ApoE^–/–^* mice compared with littermate controls (Figure 5A and quantified in Figure 5B). Similarly, increases in lesion size were observed in several vessel segments, including the roots of the aortic sinus (Figure 5C and quantified in Figure 5E) and brachiocephalic arteries (BCAs) (Figure 5D and quantified in Figure 5F). Serial analysis of the BCAs determined greater global lesion development throughout the entire length of vessels from *Atgl* ECKO/*ApoE^–/–^* compared with control mice (Supplemental Figure 8A and quantified in Supplemental Figure 8B). In line with endothelial activation (29), analysis of macrophage content showed greater CD68-positive macrophages in aortic root lesions of *Atgl* ECKO/*ApoE^–/–^* mice compared with control mice (Figure 5G and quantified in Figure 5H). Thus, the loss of ATGL in ECs accelerates atherosclerosis.

### Endothelial deficiency of ATGL upregulates ER stress and proinflammatory gene expression in aortic ECs prior to overt plaque development.

Endothelial activation is an early process in atherosclerotic progression (36, 37). As plaques develop, intimal immune cells can further activate the endothelium by secreting a myriad of proinflammatory mediators (38). Therefore, to translate mechanistic findings in LECs while avoiding confounding from macrophage-laden lesions in *Atgl* ECKO mice, we injected control and *Atgl* ECKO mice with a recombinant adenoassociated virus encoding a constituently active gain-of-function form of murine PCSK9 (rAAV8-*mPcsk9*) and subjected these mice to short-term atherogenic feeding (4 weeks) to allow for a more gradual progression of atherosclerotic lesions compared with *ApoE^–/–^* mice. Control plus *mPcsk9* and *Atgl* ECKO plus *mPcsk9* mice had similar body weight and circulating total cholesterol levels following short-term atherogenic diet feeding (Supplemental Figure 9, A and B). In addition, plaque sizes were small in the aortic sinus and were no different between the genotypes following 4 weeks of atherogenic diet feeding (Supplemental Figure 9C). To investigate the molecular and cellular signature of aortic ECs that lack ATGL during the early stages of atherosclerosis progression, single-cell RNA-Seq (scRNA-Seq) was performed on cells isolated from aortas of control plus *mPcsk9* and *Atgl* ECKO plus *mPcsk9* mice after 4 weeks of atherogenic diet feeding (*n* = 4/group). The analysis identified 6 distinct cell clusters based on gene-expression patterns of canonical markers of fibroblasts, SMCs, RBCs, ECs, and CD45^+^ immune cells (Figure 6, A and B). Next, differential gene expression (DGE) was performed on the EC cluster (Figure 6C) and analyzed by IPA. Pathway enrichment analysis showed that pathways involved in ER stress (EIF2 signaling and unfolded protein response) and proinflammatory signaling (IL-17A signaling) were highly upregulated in aortic ECs from *Atgl* ECKO plus *mPcsk9* compared with control plus *mPcsk9* mice fed an atherogenic diet for 4 weeks (Figure 6D). Other interesting upregulated pathways in aortic ECs from *Atgl* ECKO plus *mPcsk9* were the coordinated lysosomal expression and regulation (CLEAR) and microautophagy signaling pathways, which may be compensatory mechanisms to degrade accumulating LDs upon loss of ATGL (39). In line with in vitro studies in LECs, expression profiles in aortic ECs from *Atgl* plus *mPcsk9* showed higher expression of *Hspa5* (encodes BiP), *Ddit3* (encodes CHOP), *Atf4*, and *Vcam1* compared with those of control plus *mPcsk9* mice fed an atherogenic diet for 4 weeks (Figure 6E). To functionally confirm some of these changes, FACS was used to measure VCAM1 surface expression levels in aortic ECs (CD31^+^CD45^–^) from control plus *mPcsk9* and *Atgl* ECKO plus *mPcsk9* mice fed an atherogenic diet for 4 weeks. Consistent with scRNA-Seq data, VCAM1 levels were significantly higher in aortic ECs from *Atgl* ECKO plus *mPcsk9* compared with control plus *mPcsk9* mice fed an atherogenic diet for 4 weeks (Figure 6F). Together, these data bolster our mechanistic findings in LECs and suggest that the loss of ATGL in the endothelium upregulates ER-stress and proinflammatory signaling pathways and that these changes occur prior to overt plaque development.

## Discussion

Under physiological conditions, the large-vessel endothelium can transiently form and degrade TG-rich LDs in response to a lipid challenge (6, 20). The presence of LDs in the endothelium of mammalian atheromas suggests that endothelial LD accumulation may contribute to large vessel dysfunction (22, 23). The key salient finding in this study is the demonstration that endothelial-specific ATGL ablation leads to neutral lipid accumulation in the entire vascular tree, promotes endothelial dysfunction, and accelerates atherosclerosis in a murine disease model. Mechanistically, the loss of endothelial ATGL leads to ER stress–induced inflammation, which is characterized by the upregulation of numerous proinflammatory genes that are associated with endothelial dysfunction and atherosclerosis (29, 40). Together, these data show that the dynamics of FA flux through LD affects EC homeostasis in normal blood vessels and alterations in TG hydrolysis, here initiated by the EC loss of ATGL, and impedes EC quiescence to promote EC dysfunction and vascular disease in the absence of changing plasma lipids. Therefore, dissecting the mechanisms that regulate FA flux and LD metabolism in large-vessel EC may lead to a deeper understanding of how circulating lipids affect cardiovascular disease.

Despite optimal cholesterol lowering with statins and other cholesterol-lowering strategies, some individuals still experience a high risk of atherosclerotic incidents due, in part, to persistently elevated TG-rich lipoproteins (41–44). Despite epidemiological evidence indicating circulating TG-rich lipoproteins as independent predictors of cardiovascular and all-cause mortality, the precise mechanisms mediating TG-rich lipoprotein processing in large vessels are unclear, and thus, how to therapeutically target these lipoproteins for risk reduction is poorly defined (44, 45). In our previous studies, we demonstrated that the aortic endothelium has the capability of synthesizing and degrading LDs following a lipid challenge (20). Here, we extend these findings and show that deletion of the enzyme ATGL in the endothelium leads to neutral lipid accumulation in large vessels and impairs endothelial-dependent vascular tone and NO synthesis to promote endothelial dysfunction and atherosclerosis (discussed below). Interestingly, recent studies by Cabodevilla et al. showed that the aortic endothelium is capable of endocytosing TG-rich lipoproteins by a receptor-mediated process (6). Taken together, these studies provide insights into how large vessel endothelium, the site of atherosclerotic disease, processes TG-rich lipoprotein/lipids to maintain EC homeostasis and function during normal physiology and in a chronic disease state.

Under normal conditions, the endothelium regulates vascular homeostasis by modulating vascular tone, maintaining blood fluidity and flow, controlling vessel-wall permeability, and mitigating vascular inflammation (46), and these actions are largely mediated by eNOS-derived NO (25). As such, a reduction in bioactive NO due to decreased eNOS activity, eNOS uncoupling, and/or a decline in eNOS protein levels is associated with endothelial dysfunction, hypertension, atherosclerosis, coronary artery disease, and heart failure (37, 47). In this study, we show that mice with endothelial-specific deletion of ATGL have a reduction in eNOS protein levels along the length mice of the aorta, alerted endothelial-dependent vasomotor function, and have a reduction in circulating levels of NO compared with control mice. These findings are in line with a previous report that demonstrated a reduction in aortic eNOS protein levels and altered endothelial-dependent vasomotor function in aortic rings in mice with global deletion of ATGL compared with control mice (19). Indeed, our results clarify the endothelial-specific role of TG hydrolysis in the regulation of eNOS, as mice with global deletion of ATGL have markedly enlarged and inflamed perivascular fat surrounding the aorta, reduced cardiac output, and reduced levels of PPARα ligands — all of which can influence NO synthesis (48–50). Despite the reduction in bioactive NO, blood pressure was not elevated in *Atgl* ECKO compared with control mice on a SC diet. In the current study, eNOS protein levels were reduced by approximately 50% in *Atgl* ECKO compared with control mice, which is similar to reductions observed in mice heterozygous for the *Nos3* gene, which also display normal blood pressure (51). In contrast to our findings, a recent study showed that endothelial ATGL deletion leads to a reduction in eNOS protein levels by approximately 40%, which is sufficient to modestly (~10%) elevate systolic blood pressure compared with that of control mice (52).The reasons for the discrepancy between our findings are unclear, but may be due to the source of *Atgl^fl/fl^* mice, the extent of *Atgl* excision, and/or differences in blood pressure–acquisition techniques.

The reduction in eNOS in *Atgl* ECKO mice suggested heightened endothelial proinflammatory signaling, since inflammatory cytokines (e.g., TNF-α, INF-γ, C-reactive protein [CRP]) have been demonstrated to potently decrease eNOS levels through several mechanisms (53–57). Consistent with this supposition, deletion of endothelial ATGL was associated with heightened endothelial inflammation. Specifically, whole-transcriptome sequencing and pathway analysis revealed that the baseline transcript levels of several chemokines/cytokines (e.g., *Ccl2*, *Cxcl5*, *Cxcl12*, *Ptgs2*) and adhesion molecules (*Vcam1*) were upregulated in LECs that lack ATGL. 

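Without treatment, *Ptgs2* rose from 67.9 ± 5.71 CPM (SD, n = 3 libraries) in control to 315 ± 33.3 CPM (SD, n = 3) in *Atgl* ECKO LECs and *Cxcl12* from 129 ± 5.87 to 300.1 ± 12.3 CPM. *Vcam1* had 140.4 ± 4.34 CPM in control and 215 ± 2.62 CPM in *Atgl* ECKO LECs, and *Ccl2* had 81.5 ± 2.70 and 119.7 ± 2.49 CPM. *Cxcl5* was expressed at a low level in both genotypes, 1.31 ± 0.0905 and 3.38 ± 0.506 CPM. For each of these 5 genes, the 3 *Atgl* ECKO libraries were above the 3 control libraries, and the adjusted p from limma was 1.28e-13 for *Ptgs2*, 2.14e-13 for *Cxcl12*, 6.66e-11 for *Vcam1*, 6.22e-10 for *Ccl2* and 1.46e-07 for *Cxcl5*.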

Notably, mice with endothelial ATGL deletion had higher baseline levels of VCAM1 expression in atheroprone regions of the aortic arch, and ECs from lungs of *Atgl* ECKO animals had higher levels of VCAM1 surface expression and COX-2 protein levels at baseline and in response to several proinflammatory stimuli. These mechanistic findings in LECs are in line with studies in human EC cultures that demonstrate elevated TNF-α induction of intracellular adhesion molecule 1 (ICAM1) and NF-κB signaling following siRNA-mediated knockdown of *ATGL* (58). In addition, ECs from aortas of *Atgl* ECKO mice injected with *mPcsk9* and fed an atherogenic diet for 4 weeks showed elevated endothelial proinflammatory transcripts and VCAM1 surface-expression levels prior to plaque development compared with control mice. Consistent with elevated endothelial activation (29), *Atgl* ECKO/*ApoE^–/–^* mice developed significantly larger atherosclerotic lesions in large vessels compared with *ApoE^–/–^* mice. Interestingly, the relationship between ATGL and proinflammatory signaling seems to be dependent on cell/tissue type and disease context. For example, a recent study demonstrated that downregulation of *ATGL* in LPS-stimulated macrophages attenuated IL-6 and prostaglandin-E2 production (59). These effects were attributed to reduced availability of LD-derived eicosanoids, as ATGL hydrolysis of TGs has been demonstrated to liberate esterified arachidonic acid in immune and other cell types (60, 61). These recent findings may partially explain the smaller atherosclerotic lesions in LDL receptor KO mice that were transplanted with bone marrow from global *Atgl*-KO mice (62). Interestingly, the metabolic actions of ATGL in metabolic tissues complicate the relationship between ATGL and inflammation in vivo, as evidenced in adipose-specific *Atgl*-KO mice that have reduced immune cell infiltration and improved insulin signaling in the liver (likely due to less adipose FA delivery), but greater proinflammatory gene expression and immune cell infiltration in adipose tissue in response to high-fat diet–induced obesity (17). Nevertheless, our data clearly indicate that the loss of ATGL heightens proinflammatory signaling in the endothelium, which in turn, hastens the progression of atherosclerosis. A recent study confirmed the link among endothelial ATGL, proinflammatory signaling, and eNOS levels, since silencing of the NF-κB subunit *RELA* rescued the reduction of eNOS levels observed in ECs with depleted ATGL (52). Interestingly, ATGL silencing and LD accumulation in HUVECs can lead to sequestration of *NOS3* mRNA stabilizing proteins (i.e., PCBP1) and consequent *NOS3* mRNA destabilization (52). Therefore, endothelial ATGL can regulate eNOS levels via both proinflammatory signaling–dependent and –independent pathways.

Previous studies in human ECs showed that the ER stress mediators ATF4 and XBP1 strongly regulated the induction of several chemokines/cytokines in response to oxidized 1-palmitoyl-2-arachidonyl-*sn*-3-glycero-phosphorylcholine and tunicamycin (33). Using a series of complementary experiments, we demonstrated that loss of endothelial ATGL upregulates basal and palmitate-induced ER stress and that inhibition of ER stress with the chemical chaperones 4-PBA largely abrogated heightened proinflammatory signaling in LECs that lack ATGL. In addition, using scRNA-Seq, we demonstrated that ER stress and unfolded protein response pathways are upregulated in aortic ECs of *Atgl* ECKO mice injected with *mPcsk9* and fed an atherogenic diet for 4 weeks compared with control mice and that these changes occur prior to plaque development. The finding that ATGL deletion upregulates ER stress is somewhat surprising in the context of our and others previous findings that show that TG synthesis, primarily through the actions of DGAT1, buffers against lipid-induced ER stress (20, 63). Rather than being contradictory, our combined results suppose a complex biology in which TG synthesis attenuates lipid-induced ER stress by esterifying toxic lipid intermediates, whereas impaired TG clearance upregulates ER stress though other stress signaling pathways. In macrophages, *Atgl* deletion upregulates ER stress (64) and this is postulated to occur through impaired mitochondrial function and Ca^2+^ signaling (65). We and other have previously reported that FAs derived from ATGL hydrolysis provide substrate for mitochondrial β-oxidation (16, 20). Recent studies in ECs underscore the importance of β-oxidation in maintaining redox balance and endothelium quiescence (66). Thus, it is possible that oxidative stress, secondary to impaired TG hydrolysis, mediates ER stress in ECs that lack ATGL. However, precisely how ATGL deletion upregulates ER stress in ECs is unknown, and mechanistic and metabolic trace studies are needed to parse out these mechanisms.

In summary, endothelial-specific deletion of the rate-limiting enzyme of TG hydrolysis, ATGL, leads to neutral lipid accumulation in the vascular tree, promotes endothelial dysfunction, and accelerates atherosclerosis in a murine disease model. Mechanistically, the loss of ATGL causes ER stress–induced endothelial activation through NF-κB signaling. Collectively, the results from these integrated experiments provide insights into how alterations in endothelial LD dynamics affect vascular function in health and disease.

## Methods

Endothelial-specific ATGL-KO (*Atgl* ECKO) mice were generated by crossbreeding *Atgl^fl/fl^* mice (B6N.129-Pnpla2tm1Eek/J) with *Cdh5*-Cre transgenic mice (B6.FVB-Tg [*Cdh5*-cre]7Mlia/J). *Atgl* ECKO were injected with recombinant adenoassociated virus 8 (rAAV8) encoding constitutively active murine PCSK9 ([rAAV8*-mPcsk9*], 1 × 10^11^ vg) for short-term atherosclerosis studies (4 weeks) or were crossed with ApoE-null mice (*ApoE^–/–^*) to generate *Atgl* ECKO/*ApoE^–/–^* mice for long-term atherosclerosis studies (12 weeks). For these studies, atherosclerosis was accelerated by feeding mice with an atherogenic diet (40% Kcal from fat plus 1.25% cholesterol; Research Diets, D12108). Mice were subjected to a wide range of techniques to comprehensively investigate the role of endothelial ATGL in various physiological and pathological processes, including scRNA-Seq, en face immunostaining of aortae, in vivo olive oil challenge, ex vivo vascular reactivity of aortae, whole blood assessment of NO bioavailability, and blood pressure measurements. Mouse LECs were cultured from *Atgl* ECKO mice for RNA-Seq, Western blotting, immunostaining, and FACS to investigate cellular and molecular consequences of ATGL deletion from the endothelium. Expanded methods are provided in Supplemental Methods.

### Statistics.

All statistical analyses were performed with Prism 9 (GraphPad Software). All data were tested for normality with a Shapiro Wilk normality test and for unequal variance using an F test prior to applying the following parametric tests for analysis. Comparisons between two groups was performed with a two-tailed Student’s *t* test, whereas one- and two-way analysis of variance (ANOVA) were used for comparisons for more than two groups. Post-hoc pairwise comparisons were performed using Dunnett’s test for one-way ANOVA and Sidak’s multiple comparisons test for two-way ANOVA. All data are expressed as mean ± SEM. The significance level was set a priori at *P* < 0.05.

### Study approval.

All animal procedures were performed under protocols reviewed and approved by the Yale University Institutional Animal Care and Use Committee.

### Data availability.

Data files for bulk RNA and scRNA-Seq were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE246083 and GSE246138). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

NEB, AGM, and WCS conceived the project, designed experiments, and wrote the manuscript. JWMF performed RNA-Seq analysis, assisted with mechanistic studies, analyzed data, and edited the manuscript. HZ performed scRNA-Seq acquisition and analysis, assisted with in vivo studies, and edited the manuscript. EE performed FACS analysis of aorta for VCAM1 and assisted in experimental design. SL performed retina isolation and staining. DH assisted in in vivo studies and blindly performed lung tissue–processing pathology. AK generated *Atgl* ECKO mice, contributed to characterization of these mice, and provided insight into mechanistic studies. MYL assisted with Atgl ECKO characterization and performed ex vivo en face imaging. JZ performed blood pressure measurements and assisted with analysis. KMC assisted with in vivo experiments and contributed to data analysis. BKC and YS provided conceptual insight toward mechanistic experiments, helped analyze data, and edited the manuscript. AKS, HZ, KMC, and CFH assisted with atherosclerosis studies, helped analyzed the data, and edited the manuscript. BGC assisted with experiments, provided key conceptual insight toward mechanistic experiments, helped analyze data, and edited the manuscript. WCS supervised the project.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
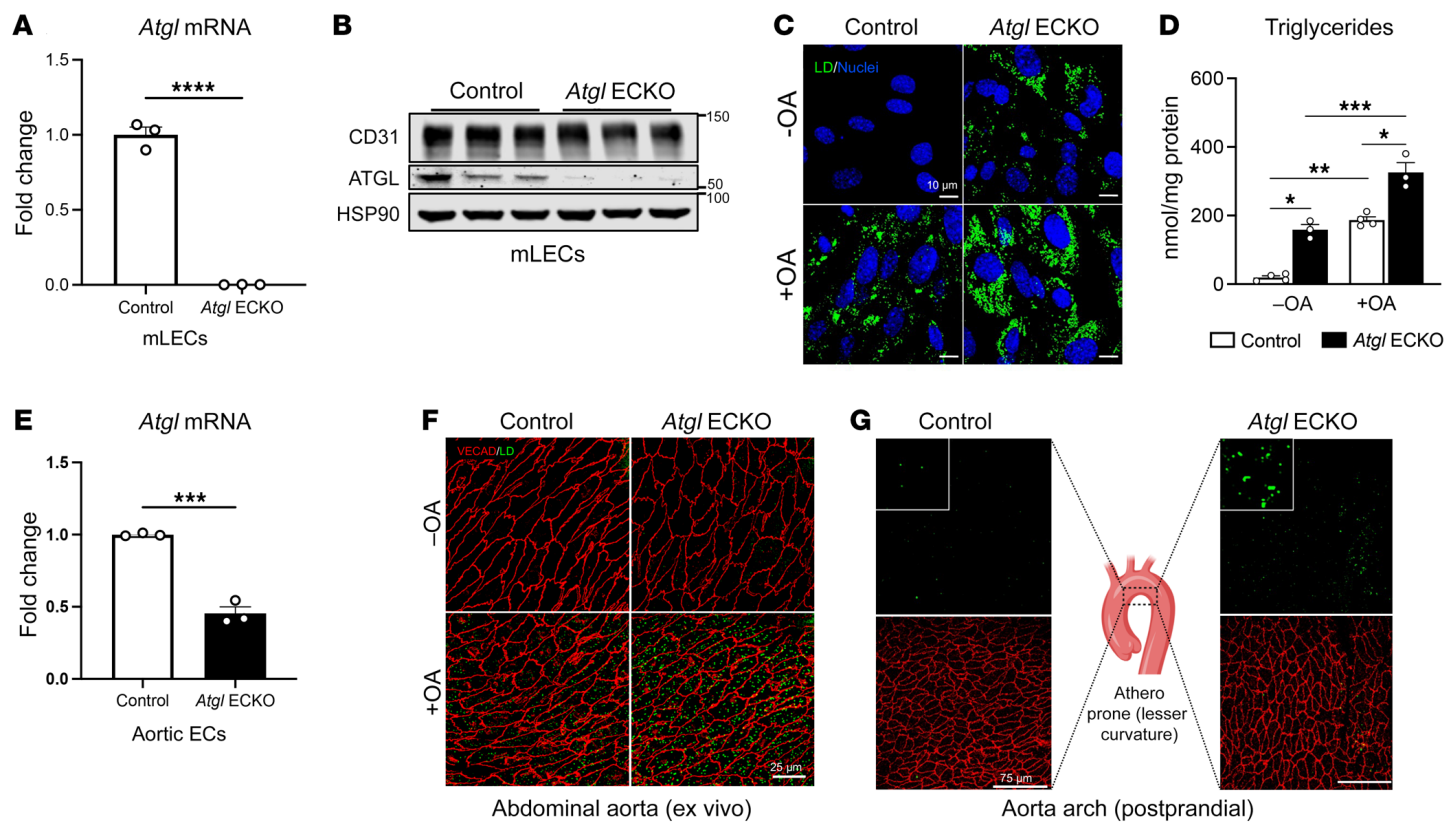
Loss of endothelial-specific ATGL leads to spontaneous vascular LD accumulation in vivo and ex vivo. (**A**) qRT-PCR analysis of *Atgl* mRNA in LECs from control and *Atgl* ECKO mice (*n* = 3/group).****P < 0.0001, unpaired, 2-tailed Student’s *t* test. (**B**) Representative Western blot analysis showing ATGL protein levels in LECs isolated from control and *Atgl* ECKO mice. Each replicate is from 3 independent experiments. (**C**) Representative confocal fluorescence images of LD detected with BODIPY 493/503 (green) in cultured LECs in EGM-2 media supplemented with either vehicle (–OA) or 1 mM OA overnight. Hoechst 33342 (blue) was used for nuclei staining. (**D**) Corresponding TG levels quantified in cell lysates (*n* = 3–4/group). *P < 0.01; **P = 0.003; ***P = 0.0001, 1-way ANOVA with Tukey’s post test. Scale bars: 10 μm. (**E**) qRT-PCR analysis of *Atgl* mRNA in FACS-purified aortic ECs (CD31^+^CD45^–^) from control and *Atgl* ECKO mice (*n* = 3/group). ***P < 0.001, unpaired, 2-tailed Student’s *t* test. (**F**) En face images of abdominal aorta from fasted control and *Atgl* ECKO mice exposed ex vivo to vehicle (–OA) or 1 mM BSA-complexed OA (+OA) in EGM-2 media for 4 hours (*n* = 5 mice/group). The aorta was immunostained for VE-cadherin (VECAD) (red), and LD were stained with BODIPY 493/503 (green). Scale bars: 25 μm. (**G**) En face images of LD formed in ascending aorta (lesser curvature) in vivo 3 hours after an olive oil oral gavage (10 mL/kg) in control (left panel) and *Atgl* ECKO mice (far right panel). LD were detected using BODIPY 493/503, and ECs were detected by immunostaining for VECAD. The middle panel is a schematic drawing that illustrates the area analyzed (*n* = 3/group). Scale bar: 75 μm. All data are represented as mean ± SEM.

**Figure 2:**
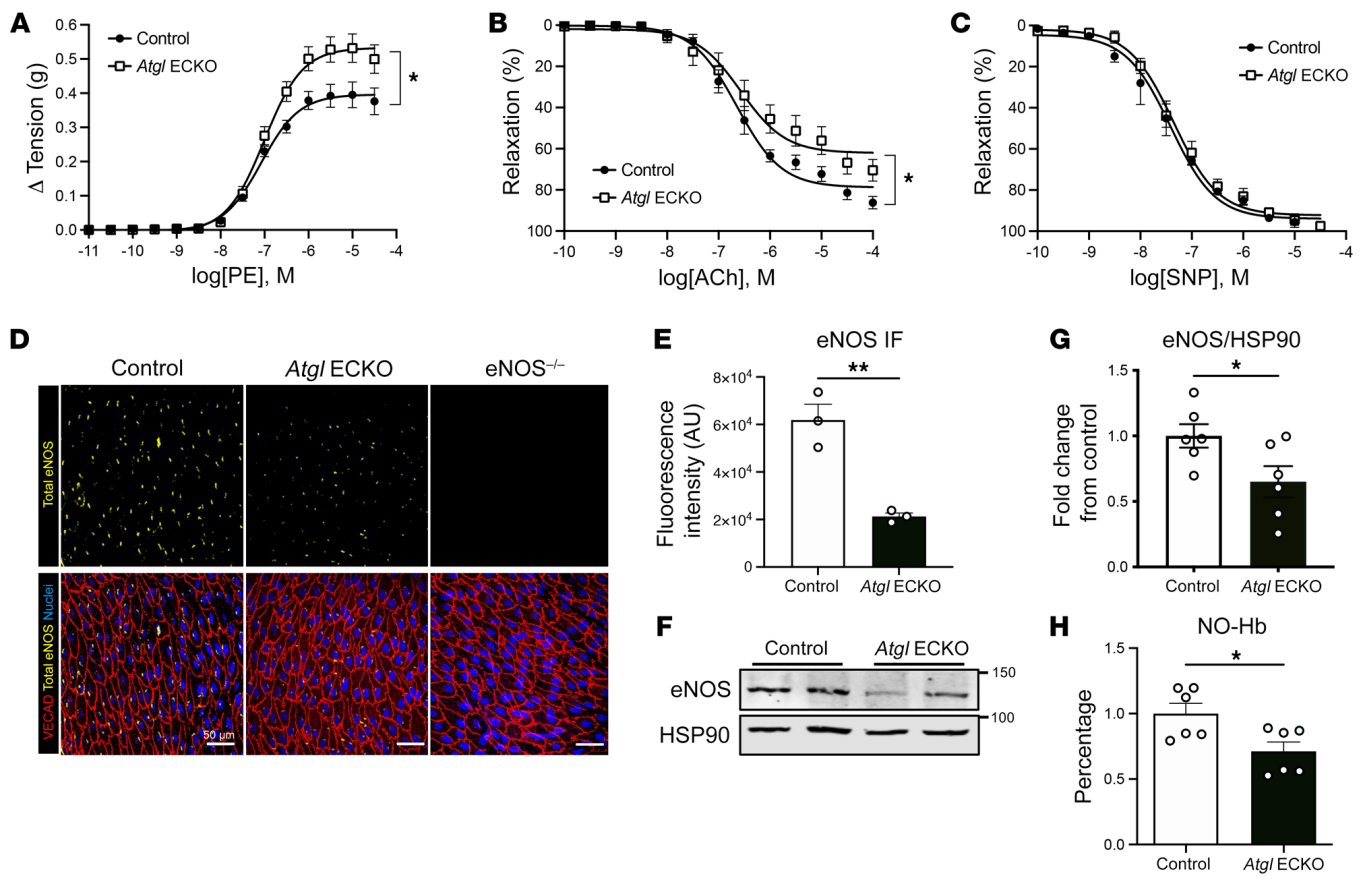
ATGL deficiency leads to endothelial dysfunction. (**A**) Cumulative concentration-response curves of developed isometric tension in response to PE in aortic rings harvested from control and *Atgl* ECKO mice. (**B**) Cumulative concentration-response curves representing percentages of relaxation of precontracted vessels in response to ACh and (**C**) the NO˙ donor, SNP, in aortic rings harvested from control and *Atgl* ECKO mice. Data are represented as mean values ± SEM of 5 to 6 individual experiments (4 rings per mouse). *P < 0.05, 2-way ANOVA with Šidák’s multiple-comparison test. (**D**) Representative confocal images of en face immunostaining of eNOS protein levels (yellow) in thoracic aorta from control (far left), *Atgl* ECKO (middle), and eNOS^–/–^ (far right) mice processed and stained identically. ECs were detected by immunostaining for VECAD (red), and nuclei were stained with DAPI (blue). (**E**) Quantification of aortic images (*n* = 3/group). **P < 0.01, unpaired, 2-tailed Student’s *t* test. Scale bars: 50 μm. (**F**) Representative Western blot analysis showing eNOS protein levels in aortic homogenates of control and *Atgl* ECKO mice and (**G**) quantification of *n* = 6/group. *P < 0.05, unpaired, 2-tailed Student’s *t* test. (**H**) EPR determined nitrosyl-hemoglobin (NO-Hb) in venous blood as an index of NO bioavailability in control and *Atgl* ECKO mice. *n* = 6/group. *P < 0.05, unpaired, 2-tailed Student’s *t* test.

**Figure 3:**
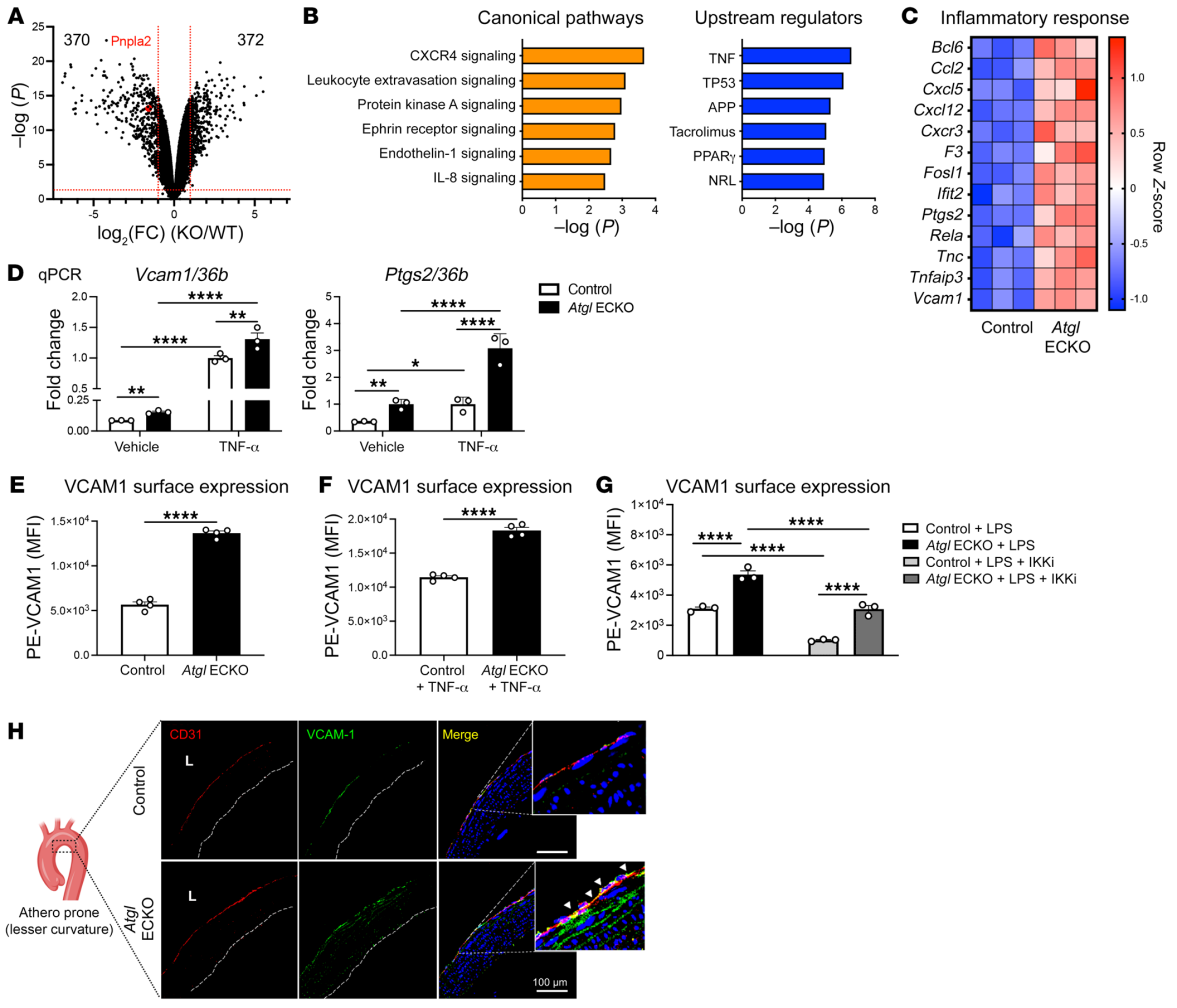
Loss of ATGL in the endothelium upregulates proinflammatory gene expression and VCAM1 surface levels. (**A**) Volcano plot for differential expression genes (DEGs) from bulk RNA-Seq in LECs that fall above the threshold values ([log_2_(fold change [FC]) –1 or 1 and –log_10_(*P*) > 1.3], red lines) are pictured. Loss of ATGL upregulated 372 genes and downregulated 370 genes in LECs. Red colored dot represents *Pnpla2* (ATGL gene name) for reference. (**B**) Canonical pathway analysis and URA of signaling pathways and gene regulators, respectively, that were significantly higher in *Atgl* ECKO compared with control LECs. (**C**) Clustered heatmap from RNA-Seq data showing significantly changed DEGs involved in inflammation between control and *Atgl* ECKO LEC (*n* = 3 replicates/group). (**D**) qRT-PCR analysis of *Vcam1* and *Ptgs2* mRNA in LECs at baseline and treated with mouse TNF-α overnight (10 ng/mL, 16 hours) from control and *Atgl* ECKO mice. *n* = 3/group. *P < 0.05; **P < 0.01; ****P < 0.0001, 2-way ANOVA with Šidák’s multiple-comparison test. (**E**) Basal and (**F**) TNF-α–stimulated (10 ng/mL,16 hours) surface VCAM1 levels between control and *Atgl* ECKO LECs (*n* = 4 replicates/group) determined by FACS and PE-VCAM1 (MFI). ****P < 0.0001, unpaired, 2-tailed Student’s *t* test. (**G**) Surface VCAM1 levels determined by FACS and PE-VCAM1 (MFI) following overnight (16 hours) LPS (1 μg/mL) treatment ± IKKi (10 μM, 30-minute pretreatment) in LECs. *n* = 3 replicates/group. ****P < 0.0001, 2-way ANOVA, Šidák’s multiple-comparison test. (**H**) Representative immunostaining analysis of VCAM1 (green), CD31 (red), and nuclei (DAPI, blue) in the ascending aorta (lesser curvature) from control and *Atgl* ECKO mice after an overnight fast. *n* = 3/group. L, lumen. Scale bars: 100 μm.

**Figure 4:**
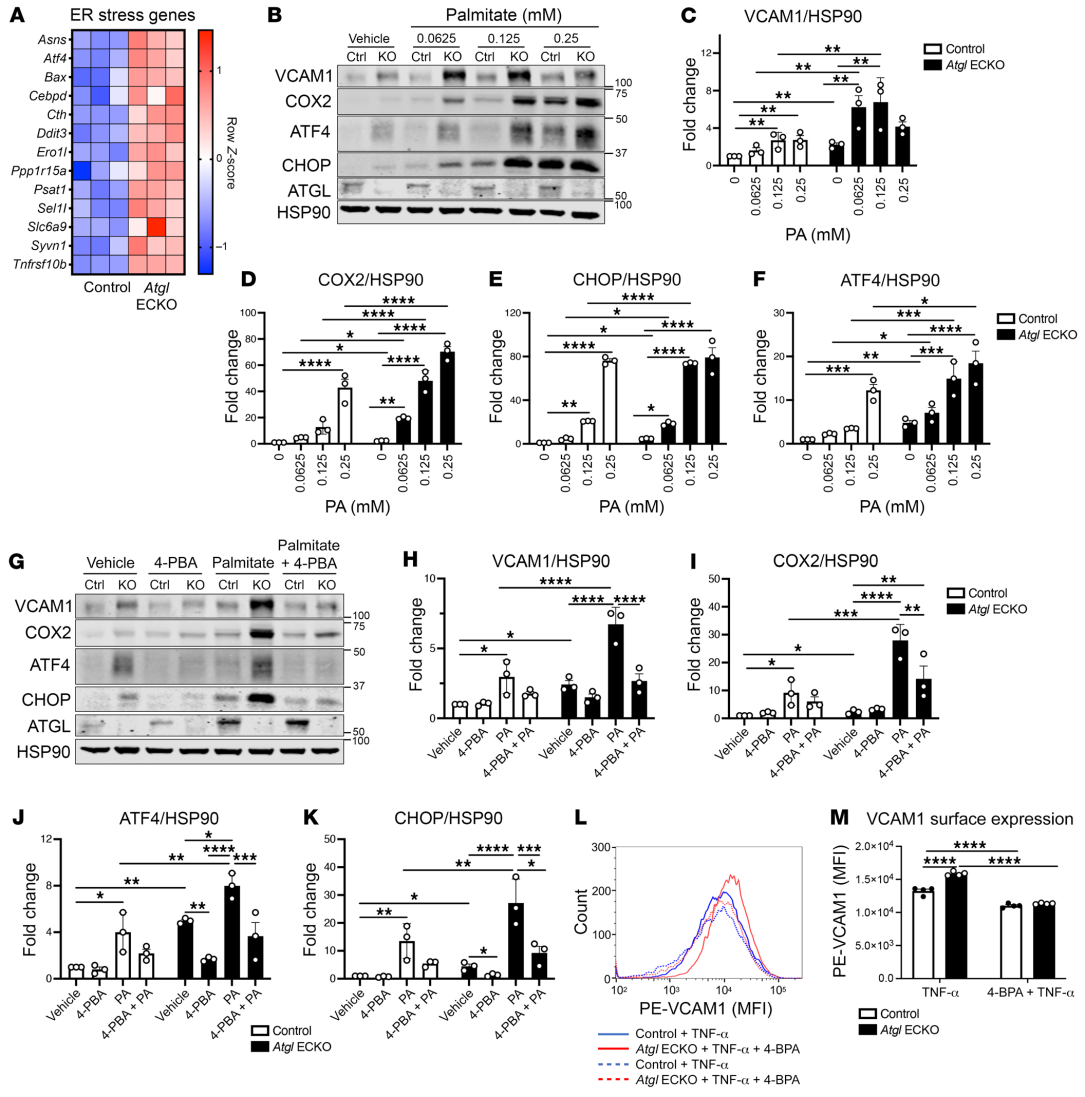
Loss of endothelial-specific ATGL leads to ER stress–induced inflammation. (**A**) Clustered heatmap from RNA-Seq data showing significantly different DEGs involved in ER stress between control and *Atgl* ECKO LECs. *n* = 3 replicates/group. (**B**) Representative Western blot analysis showing higher baseline ER stress marker (ATF4, CHOP) protein levels as well as heightened ER stress and inflammatory (VCAM1, COX2) responsiveness to palmitate (0–0.25 mM, 16 hours) dosing between control and *Atgl* ECKO LECs. Quantification of VCAM1 (**C**), COX2 (**D**), CHOP (**E**), and ATF4 (**F**) from palmitate dosing. *n* = 3 independent experiments. *P < 0.05; **P < 0.01; ***P < 0.0001; ****P < 0.001, 2-way ANOVA, Šidák’s multiple-comparison test. (**G**) Representative Western blot analysis showing rescue of baseline VCAM1 and ER stress marker (ATF4, CHOP) levels as well as rescue of heightened VCAM1, COX2, ATF4, and CHOP levels in response to palmitate (100 μM, 16 hours) in the presence or absence of the global ER stress inhibitor 4-PBA (2.5 mM, 8-hour pretreatment) in *Atgl* ECKO LECs. Quantification of VCAM1 (**H**), COX2 (**I**), ATF4 (**J**), and CHOP (**K**) from **G** (*n* = 3 independent experiments). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, 2-way ANOVA, Šidák’s multiple-comparison test. (**L**) Flow cytometry histogram of PE-VCAM1 between control LECs treated with TNF-α (solid blue), *Atgl* ECKO LECs treated with TNF-α (solid red), control LECs treated with TNF-α in the presence of 4-PBA (dashed blue), and *Atgl* ECKO LECs treated with TNF-α in the presence of 4-PBA (dashed red). (**M**) Quantification of MFI of PE-VCAM1 between control and *Atgl* ECKO following overnight (16 hours) TNF-α (10 ng/mL) in the presence or absence of 4-PBA (2.5 mM, 8-hour pretreatment). *n* = 4 replicates/group. ****P < 0.0001, 2-way ANOVA, Šidák’s multiple-comparison test.

**Figure 5:**
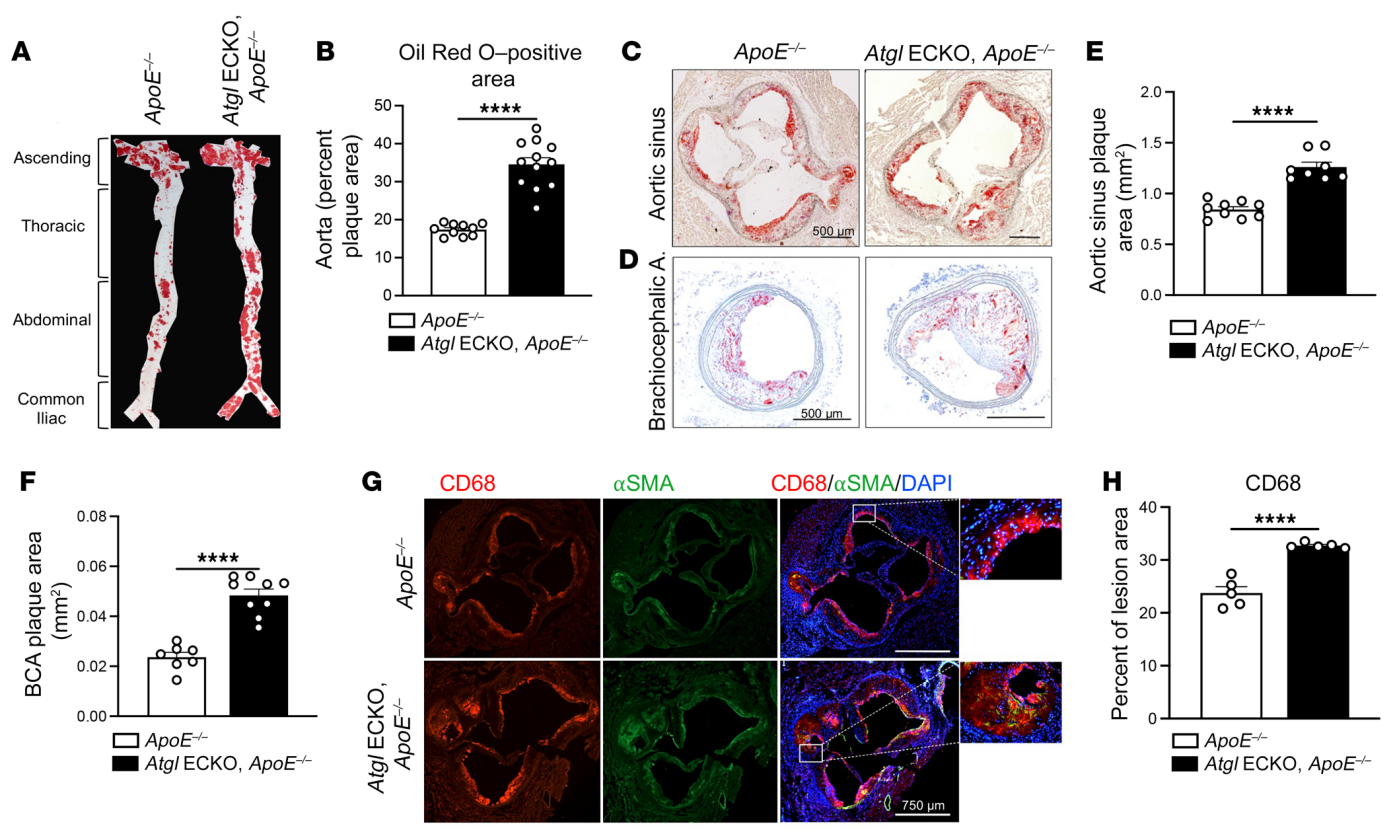
Endothelial deficiency of ATGL accelerates atherosclerosis. (**A**) Representative en face images of the luminal surface of mouse aorta (aortic root to common iliac bifurcation) stained for Oil Red O to delineate lipid-rich lesions between control and *Atgl* ECKO on an *ApoE^–/–^* background following 12 weeks of atherogenic diet feeding. (**B**) Corresponding quantification of plaque area as a percentage of total aortic luminal area (*n* = 10–12/group). ****P < 0.0001, unpaired, 2-tailed Student’s *t* test. (**C**) Representative histological staining of aortic sinus stained with Oil Red O and (**D**) BCA cross sections stained with Oil Red O and hematoxylin for plaque lesions. Scale bars: 500 μm. (**E**) Quantification of the absolute plaque area (*n* = 8–9/group) of lesions present in the aortic root and (**F**) BCA (*n* = 8–9/group). ****P < 0.0001, unpaired, 2-tailed Student’s *t* test. (**G**) Representative immunofluorescence images of aortic sinus cross sections staining of CD68^+^ macrophages (red) and smooth muscle α-actin^+^ (SMC) (green) cells. Nuclei were DAPI counterstained (blue) (*n* = 5/group). Scale bars: 750 μm. (**H**) Bar graph showing quantification of CD68-positive area as a percentage of plaque lesion area. ****P < 0.0001, unpaired, 2-tailed Student’s *t* test. Data are represented as mean ± SEM.

**Figure 6:**
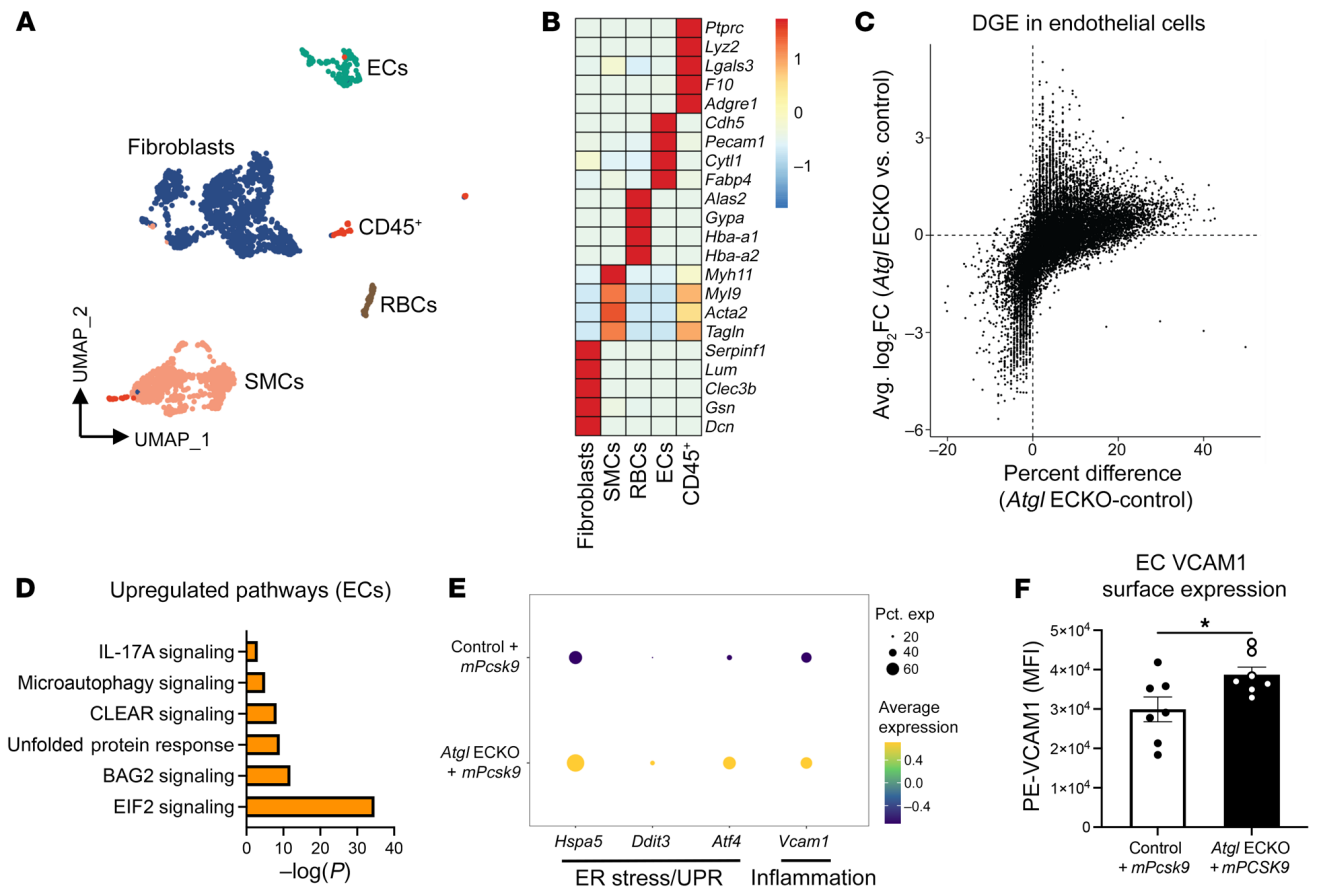
Endothelial deficiency of ATGL upregulates ER stress and proinflammatory gene expression in aortic ECs following a short-term atherogenic diet. (**A**) Uniform manifold approximation and projection (UMAP) representation of aligned gene expression data in single cells extracted from aortas of control and *Atgl* ECKO mice injected with rAAV8-*mPcsk9* and fed an atherogenic diet for 4 weeks. (**B**) Heatmap depicting gene-expression patterns of known markers of fibroblasts, SMCs, RBCs, ECs, and CD45^+^ immune cells. (**C**) Volcano plot depicting DGE patterns in the EC cluster between *Atgl* ECKO plus *mPcsk9* compared with control plus *mPcsk9* mice and expressed as log_2_ fold change along the *y* axis versus the percentage of cell expression of individual genes along the *x* axis. (**D**) Pathway enrichment of upregulated differentially expressed genes in the EC cluster between *Atgl* ECKO plus *mPcsk9* compared with control plus *mPcsk9* mice, expressed as log[–*P*], and analyzed by IPA. (**E**) Expression profiles in the EC cluster showing relative expression of the ER stress genes *Hspa5*, *Ddit3*, and *Atf4* and the proinflammatory gene *Vcam1* between control plus *mPcsk9* and *Atgl* ECKO plus *mPcsk9* mice. (**F**) Quantification of MFI of PE-VCAM1 in aortic ECs (CD31^+^CD45^–^) between control plus *mPcsk9* and *Atgl* ECKO plus *mPcsk9*. *n* = 7 replicates/group. *P < 0.05, unpaired, 2-tailed Student’s *t* test.

## Version 1 01/04/2024

In-Press Preview

## Version 2 02/15/2024

Electronic publication

## References

[1] Boutagy NE (2022). Targeting the vasculature in cardiometabolic disease. J Clin Invest.

[2] Young SG (2022). A protein of capillary endothelial cells, GPIHBP1, is crucial for plasma triglyceride metabolism. Proc Natl Acad Sci U S A.

[3] He C (2018). NanoSIMS analysis of intravascular lipolysis and lipid movement across capillaries and into cardiomyocytes. Cell Metab.

[4] Son N-H (2018). Endothelial cell CD36 optimizes tissue fatty acid uptake. J Clin Invest.

[5] Hagberg CE (2010). Vascular endothelial growth factor B controls endothelial fatty acid uptake. Nature.

[6] Cabodevilla AG (2021). Eruptive xanthoma model reveals endothelial cells internalize and metabolize chylomicrons, leading to extravascular triglyceride accumulation. J Clin Invest.

[7] Walther TC, Farese RV (2012). Lipid droplets and cellular lipid metabolism. Annu Rev Biochem.

[8] Harris CA (2011). DGAT enzymes are required for triacylglycerol synthesis and lipid droplets in adipocytes. J Lipid Res.

[9] Zimmermann R (2004). Fat mobilization in adipose tissue is promoted by adipose triglyceride lipase. Science.

[10] Lass A (2006). Adipose triglyceride lipase-mediated lipolysis of cellular fat stores is activated by CGI-58 and defective in Chanarin-Dorfman Syndrome. Cell Metab.

[11] Schweiger M (2009). Neutral lipid storage disease: genetic disorders caused by mutations in adipose triglyceride lipase/PNPLA2 or CGI-58/ABHD5. Am J Physiol Endocrinol Metab.

[12] Fischer J (2007). The gene encoding adipose triglyceride lipase (PNPLA2) is mutated in neutral lipid storage disease with myopathy. Nat Genet.

[13] Hirano K-i (2008). Triglyceride deposit cardiomyovasculopathy. N Engl J Med.

[14] Li M (2019). Triglyceride deposit cardiomyovasculopathy: a rare cardiovascular disorder. Orphanet J Rare Dis.

[15] Onishi T (2021). Prevalence and clinical outcomes of triglyceride deposit cardiomyovasculopathy among haemodialysis patients. Heart.

[16] Haemmerle G (2011). ATGL-mediated fat catabolism regulates cardiac mitochondrial function via PPAR-α and PGC-1. Nat Med.

[17] Schoiswohl G (2015). Impact of reduced ATGL-mediated adipocyte lipolysis on obesity-associated insulin resistance and inflammation in male mice. Endocrinology.

[18] Dubé JJ (2015). Adipose triglyceride lipase deletion from adipocytes, but not skeletal myocytes, impairs acute exercise performance in mice. Am J Physiol Endocrinol Metab.

[19] Schrammel A (2014). Endothelial dysfunction in adipose triglyceride lipase deficiency. Biochim Biophys Acta.

[20] Kuo A (2017). Lipid droplet biogenesis and function in the endothelium. Circ Res.

[21] Kuo A (2018). Caveolin-1 regulates lipid droplet metabolism in endothelial cells via autocrine prostacyclin-stimulated, cAMP-mediated lipolysis. J Biol Chem.

[22] Simionescu M (2007). Implications of early structural-functional changes in the endothelium for vascular disease. Arterioscler Thromb Vasc Biol.

[23] Guyton J, Klemp K (1992). Early extracellular and cellular lipid deposits in aorta of cholesterol-fed rabbits. Am J Pathol.

[24] Lee MY (2018). Endothelial cell autonomous role of Akt1: regulation of vascular tone and ischemia-induced arteriogenesis. Arterioscler Thromb Vasc Biol.

[25] Forstermann U, Sessa WC (2012). Nitric oxide synthases: regulation and function. Eur Heart J.

[26] Sessa WC (1995). The Golgi association of endothelial nitric oxide synthase is necessary for the efficient synthesis of nitric oxide. J Biol Chem.

[27] Kraehling JR (2016). Uncoupling caveolae from intracellular signaling in vivo. Circ Res.

[28] Iademarco M (1992). Characterization of the promoter for vascular cell adhesion molecule-1 (VCAM-1). J Biol Chem.

[29] Cybulsky MI (2001). A major role for VCAM-1, but not ICAM-1, in early atherosclerosis. J Clin Invest.

[30] Iiyama K (1999). Patterns of vascular cell adhesion molecule-1 and intercellular adhesion molecule-1 expression in rabbit and mouse atherosclerotic lesions and at sites predisposed to lesion formation. Circ Res.

[31] Gregor MF (2009). Endoplasmic reticulum stress is reduced in tissues of obese subjects after weight loss. Diabetes.

[32] Boden G (2008). Increase in endoplasmic reticulum stress-related proteins and genes in adipose tissue of obese, insulin-resistant individuals. Diabetes.

[33] Gargalovic PS (2006). The unfolded protein response is an important regulator of inflammatory genes in endothelial cells. Arterioscler Thromb Vasc Biol.

[34] Cortez L, Sim V (2014). The therapeutic potential of chemical chaperones in protein folding diseases. Prion.

[35] Civelek M (2009). Chronic endoplasmic reticulum stress activates unfolded protein response in arterial endothelium in regions of susceptibility to atherosclerosis. Circ Res.

[36] Pober JS, Sessa WC (2007). Evolving functions of endothelial cells in inflammation. Nat Rev Immunol.

[37] Widlansky ME (2003). The clinical implications of endothelial dysfunction. J Am Coll Cardiol.

[38] Gimbrone MA, García-Cardeña G (2016). Endothelial cell dysfunction and the pathobiology of atherosclerosis. Circ Res.

[39] Schulze RJ (2020). Direct lysosome-based autophagy of lipid droplets in hepatocytes. Proc Natl Acad Sci U S A.

[40] Winter C (2018). Chrono-pharmacological targeting of the CCL2-CCR2 axis ameliorates atherosclerosis. Cell Metab.

[41] Matsuura Y (2019). Highlighting residual atherosclerotic cardiovascular disease risk. Arterioscler Thromb Vasc Biol.

[42] Tall AR (2022). Addressing dyslipidemic risk beyond LDL-cholesterol. J Clin Invest.

[43] Nordestgaard BG (2016). Triglyceride-rich lipoproteins and atherosclerotic cardiovascular disease: new insights from epidemiology, genetics, and biology. Circ Res.

[44] Bhatt DL (2019). Cardiovascular risk reduction with icosapent ethyl for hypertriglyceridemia. N Engl J Med.

[45] Nicholls SJ (2020). Effect of high-dose omega-3 fatty acids vs corn oil on major adverse cardiovascular events in patients at high cardiovascular risk: the STRENGTH Randomized Clinical Trial. JAMA.

[46] Winkler G (1999). Elevated serum TNF-alpha level as a link between endothelial dysfunction and insulin resistance in normotensive obese patients. Diabet Med.

[47] Massion P (2003). Nitric oxide and cardiac function: ten years after, and continuing. Circ Res.

[48] Craige SM (2016). PGC-1α dictates endothelial function through regulation of eNOS expression. Sci Rep.

[49] Smith CJ (1996). Reduced gene expression of vascular endothelial NO synthase and cyclooxygenase-1 in heart failure. Circ Res.

[50] Marchesi C (2009). Endothelial nitric oxide synthase uncoupling and perivascular adipose oxidative stress and inflammation contribute to vascular dysfunction in a rodent model of metabolic syndrome. Hypertension.

[51] Shesely EG (1996). Elevated blood pressures in mice lacking endothelial nitric oxide synthase. Proc Natl Acad Sci U S A.

[52] Kim B (2023). Endothelial lipid droplets suppress eNOS to link high fat consumption to blood pressure elevation. J Clin Invest.

[53] Venugopal SK (2002). Demonstration that C-reactive protein decreases eNOS expression and bioactivity in human aortic endothelial cells. Circulation.

[54] Koh KP (2004). T cell-mediated vascular dysfunction of human allografts results from IFN-gamma dysregulation of NO synthase. J Clin Invest.

[55] Yan G (2008). Tumor necrosis factor-alpha downregulates endothelial nitric oxide synthase mRNA stability via translation elongation factor 1-alpha 1. Circ Res.

[56] Hu S (2021). Contribution of the NLRP3/IL-1beta axis to impaired vasodilation in sepsis through facilitation of eNOS proteolysis and the protective role of melatonin. Int Immunopharmacol.

[57] Nigro P (2010). PKCzeta decreases eNOS protein stability via inhibitory phosphorylation of ERK5. Blood.

[58] Inoue T (2011). Reduced expression of adipose triglyceride lipase enhances tumor necrosis factor alpha-induced intercellular adhesion molecule-1 expression in human aortic endothelial cells via protein kinase C-dependent activation of nuclear factor-kappaB. J Biol Chem.

[59] van Dierendonck XA (2022). Triglyceride breakdown from lipid droplets regulates the inflammatory response in macrophages. Proc Natl Acad Sci U S A.

[60] Dichlberger A (2014). Adipose triglyceride lipase regulates eicosanoid production in activated human mast cells. J Lipid Res.

[61] Riederer M (2017). Reduced expression of adipose triglyceride lipase decreases arachidonic acid release and prostacyclin secretion in human aortic endothelial cells. Arch Physiol Biochem.

[62] Lammers B (2011). Macrophage adipose triglyceride lipase deficiency attenuates atherosclerotic lesion development in low-density lipoprotein receptor knockout mice. Arterioscler Thromb Vasc Biol.

[63] Chitraju C (2017). Triglyceride synthesis by DGAT1 protects adipocytes from lipid-induced ER stress during lipolysis. Cell Metab.

[64] Aflaki E (2012). C16 ceramide is crucial for triacylglycerol-induced apoptosis in macrophages. Cell Death Dis.

[65] Aflaki E (2011). Triacylglycerol accumulation activates the mitochondrial apoptosis pathway in macrophages. J Biol Chem.

[66] Kalucka J (2018). Quiescent endothelial cells upregulate fatty acid β-oxidation for vasculoprotection via redox homeostasis. Cell Metab.

# Supplementary material for: Dynamic metabolism of endothelial triglycerides protects against atherosclerosis in mice
**Source:** J Clin Invest. 2024 Jan 4;134(4):e170453. doi: 10.1172/JCI170453

Supplemental Methods

Generation of Endothelial Specific *Atgl* KO mice (*Atgl* ECKO)

Animals were purchased from the Jackson Laboratory and all mice were maintained on a C57B/6J background. Specifically, *Atgl*^{flox/flox} (B6N.129-Pnpla2tm1Eek/J) (Strain 024278) mice were developed in unspecified 129S derived embryonic stem (ES) cells and injected into receipt blastocysts. The resultant animals were bred to mice on the 129S4/SvJaeSor genetic background that express FLP1 recombinase (Stock No. 003946, Jax). Mice that retained the *loxP* site flanked by exons 2 to 7 were then backcrossed to C57BL/6NTac mice for more than 10 generation and heterozygotes were crossed to generate homozygotes. These mice were then crossed to C57BL/6NJ (Stock 005304, Jax) by the Jackson Laboratory at least once to establish the colony. Upon arrival to Yale, *Atgl*^{flox/flox} were backcrossed to C57BL/6J inbred mice (Stock No. 000664) for 5 generations. Heterozygotes were then inbred several generations to generate homozygotes.

Cdh5-Cre mice (B6.FVB-Tg [Cdh5-cre]7Mlia/J) (Strain 006137) transgenic mice were generated by microinjecting a recombinant vector designed to place Cre recombinase cDNA downstream of the VE-Cadherin (*Cdh5*) mouse promoter into FVB/N fertilized oocytes. The selected found line was established and then backcrossed to C57BL/6J mice for 12 generations prior to arrival at the Jackson Laboratory Repository. At the Jackson Laboratory, these mice were bred to C57BL/6J inbred mice (Stock No. 000664) for at least one generation to establish the colony and maintained for several generations by breeding transgenic mice together.

Upon arrival to Yale, *Cdh5*-Cre mice (B6.FVB-Tg [Cdh5-cre]7Mlia/J) transgenic mice were crossbred to *Atgl*^{flox/flox} mice to generate endothelial specific *Atgl* knockout (*Atgl* ECKO) mice. Heterozygotes were inbred for several generations to generate the homozygotes and bred an additional 5 generations prior to experimentation.

Congenic *Atgl* ECKO mice were cross-bred with ApoE null mice (ApoE^{-/-}) (B6.129P2-*ApoE*^{*tm1Unc*/J}) (Strain 002052) to generate *Atgl*^{flox/flox}, *Cdh5*-Cre⁺, ApoE^{-/-} mice (*Atgl* ECKO, ApoE^{-/-}). Heterozygotes were crossed at least 5 generations to generate homozygotes, and homozygotes were inbred an additional 2 generations prior to experimentation.

Animal Housing and Experimental Design

Mice were maintained on pelleted rodent chow diet with free access to water at 22°C steady temperature under a fixed 12-hour light/dark cycle. Initial phenotyping of *Atgl* ECKO mice were performed on 8–12-week-old males with *Atgl*^{flox/flox} littermates used as controls. For *en face* immunostaining experiments, 8–12-week congenic (F10) eNOS (-/-) mice were used as negative controls. For short term atherosclerosis studies, 8-week old control and *Atgl* ECKO mice were injected retro-orbitally with recombinant adeno-associated virus 8 (rAAV8) encoding constitutively active murine PCSK9 ([rAAV8-*mPcsk9*], 1*10¹¹ vg) to induce hypercholesterolemia (1). Two weeks after injection, mice were fed an atherogenic diet (40% Kcal from fat + 1.25% cholesterol, Research Diets, D12108) for 4-weeks. For longer term atherosclerosis studies, 8-week-old ApoE^{-/-} (control) and *Atgl* ECKO, ApoE^{-/-} were fed the same atherogenic diet (40% Kcal from fat + 1.25% cholesterol) for 12-13 weeks. For fasting experiments, food was withheld from 7 p.m. to 7 a.m., except when otherwise stated.

Mouse Genotyping

Mice were genotyped via PCR from DNA extracted from ear tissue. Genotyping was performed using the following PCR primers:

Cdh5 Cre, forward: 5'-GCG GTC TGG CAG TAA AAA CTA TC-3', reverse: 5'-GTG AAA CAG CAT TGC TGT CAC TT-3', *internal control* forward: 5'-CTA GGC CAC AGA ATT GAA AGA TCT-3', *internal control* reverse: 5'-GTA GGT GGA AAT TCT AGC ATC ATC C-3'.

Constitutive Cre, forward: 5'GCG GTC TGG CAG TAA AAA CTA TC-3', reverse: 5'GTG AAA CAG CAT TGC TGT CAC TT-3'.

Atgl flox, forward: 5'-GAG TGC AGT GTC CTT CAC CA-3', reverse: 5'-ATC AGG CAG CCA CTC CAA C-3'.

ApoE, forward: 5'-GCC TAG CCG AGG GAG AGC CG-3', WT reverse: 5'-TGT GAC TTG GGA GCT CTG CAG C-3', Mutant reverse: 5'-GCC GCC CCG ACT GCA TCT-3'.

eNOS mutant: 5'-AAT TCG CCA ATG ACA AGA CG-3'; *eNOS* wild type: 5'-AGG GGA ACA AGC CCA GTA GT-3'; common: 5'-CTT GTC CCC TAG GCA CCT CT-3'

Cell culture

Mouse lung endothelial cells (LEC) isolated from *Atgl* ECKO mice and wild type littermates were immortalized by middle-T antigen as described elsewhere (2). Briefly, mice were euthanized with an overdose of ketamine/xylazine and perfused through the right ventricle with 10 mL of sterile, cold PBS. The lungs were then excised, minced, and digested with 2mg/mL of type I collagenase in sterile PBS for 1 hour at 37C°. The digest was homogenized multiple passes through a 14-gauge needle. The homogenate was then filtered through a 70-µm tissue sieve. Collected cells were then incubated with Dynabeads (Dyna USA) conjugated with anti-mouse CD31 antibody (BD, #553370; 1:10 dilution) followed by cell sorting using a magnetic cell separator. Isolated cells were plated on 0.1% gelatin-coated dishes in EGM-2 medium (Lonza) containing 20% FBS and supplemented with SingleQuots™ Kit (Lonza), penicillin/streptomycin (1;100), and L-glutamine (2 mM). When cells reached 70–80% confluency, a second immunoselection with CD-31 conjugated beads was performed. When the ECs reached confluency (~2-3 days), cells were immortalized by 2 rounds of infection with retrovirus encoding the middle T antigen. Cells were cultured on gelatin (0.1%) coated plates and EGM-2 medium containing 20% FBS and supplemented with SingleQuots™ Kit, penicillin/streptomycin (1;100), and L-glutamine (2 mM).

Ex Vivo Oleic acid loading of En face aortic segments

Mice were anesthetized and pressure perfused (100 mmHg) through the left ventricle with 15 ml of PBS. Aortas were exposed under a dissecting microscope and carefully isolated and cleaned, cut into 4 individual rings, opened, pinned down and incubated at 37°C in EGM-2 media containing BSA complexed oleic acid (OA, 1 mM) for 4 hours. Following OA incubation, artery segments were washed 3 times with PBS and fixed in 4% PFA. Post fixation, artery segments were permeabilized overnight at 4°C in TNB blocking buffer (0.1M Tris pH7.4, 150mM NaCl, 0.2% Triton-X-100, 0.5% blocking reagent [PerkinElmer FP1020]). The following morning, samples were washed 3 times with PBS and incubated with a primary antibody detecting VE-cadherin (rat anti-mouse, CD144; 1:200; BD555289) in the blocking buffer overnight at 4°C. The following day, samples were incubated with fluorescence conjugated secondary antibody (1:200) at room temperature for 3 hours, then washed 3 times with PBS and incubated in the dark with BODIPY 493/503 (4µg/mL, final concentration) at room temperature for 30 minutes. Aorta segments were then mounted, and cover slipped with the lumen facing up using antifade mounting medium with DAPI (Vector Laboratories, H-1000). Z-stack images were captured by laser-scanning confocal microscopy (Leica SP5 confocal microscope) with a HCX PL APO lambda blue 63×/1.40 oil objective. For all mice, 4 images were obtained per region (n=4) of the thoracic aorta (16 images total per mouse).

In Vivo Olive oil challenge and en face imaging of aortic segments

Overnight fasted mice were gavaged with olive oil (10 mg/kg body weight, Sigma). After 3 hours, mice were anesthetized (ketamine/xylazine) and perfused via the left ventricle with 10 ml of PBS followed by 10 mL of 4% PFA. Aortas were carefully harvested, cleaned, and prepped as described above. Aortas were permeabilized overnight at 4°C in TNB blocking buffer and then incubated with VE-cadherin, stained with BODIPY 493/503 (4µg/mL, final concentration) and imaged as described above.

In Vitro oleic acid loading, confocal imaging, and triglyceride quantification

Mouse LECs were grown on coverslips pre-coated with 0.1% gelatin to approximately 80% confluence and incubated with OA (0.5 mM) or with vehicle (0.5% BSA). Following OA loading, cells were washed 3 times with PBS and then fixed with 4% PFA for 10 minutes. Post fixation, cells were washed 3 times with PBS and stained for 15 minutes with BODIPY 493/503 (final concentration, 0.1mg/mL). Following staining, samples were washed 3 times with PBS and then mounted on microscope slides with antifade mounting medium with DAPI (Vector Laboratories, H-1000). Three randomly selected visual fields per coverslip were captured using a confocal scanning laser microscope microscopy (Leica SP5 confocal microscope) with HCX PL APO lambda blue 63×/1.40 oil objective. In parallel experiments, cells were OA (0.5 mM) loaded overnight as described above and triglyceride (TG) content was determined from cell lysates using a colorimetric assay (Cayman Chemical) according to the manufacturer's instructions.

***En Face* Immunostaining**

Overnight fasted mice were anesthetized (ketamine/xylazine) and perfused via the left ventricle with 10 ml of PBS followed by 10 mL of 4% PFA. Aortas were carefully harvested, cleaned, and prepped as described above. Aortas were permeabilized overnight at 4°C in TNB blocking buffer and then incubated with primary antibodies targeted against eNOS (BD), VCAM1 (Cell signaling) and VE-cadherin. The aortic segments were then mounted and imaged as described above.

Blood pressure measurements

Mice were anesthetized with 1.5% isoflurane, the right common carotid artery exposed and, a 1-F Millar Mikro-tip® pressure-catheter (ADInstruments) introduced to measure systolic and diastolic blood pressure as previously described (3). Heart rate and body temperature were

continuously monitored, and body temperature maintained at 37°C by a heating pad. Data were recorded and analyzed using LabChart 8.0 software.

Retina Immunostaining

For structural studies of the vascular, the eyes of P6 pups were prefixed in 4% PFA for 8 min at room temperature. Retinas were dissected, blocked for 30 min at room temperature in blocking buffer (1% fetal bovine serum, 3% BSA, 0.5% Triton X-100, 0.01% Na deoxycholate, 0.02% Sodium Azide in PBS at pH 7.4) and then incubated with IB4-488 overnight at 4°C. The next day, retinas were washed and post-fixed with 0.1% PFA. The retinas were then mounted and imaged as described above.

Lung Pathology Score

Mice were euthanized with a ketamine/xylazine overdose and perfused through the left ventricular with 10 mL of cold, sterile PBS. The lungs were then excised, and the left lung lobe was inflated with 4% PFA at 15 cmH₂O. The left lung lobe was further fixed with 4% PFA for 24 hours, embedded in paraffin blocks, sliced into 4 µm sections, and stained with H&E. Images of the tissue sections were acquired using a Nikon Eclipse 80i (Nikon, Tokyo, Japan). Random 400× high-power fields (40× objective and 10× eyepiece; $3.58 \times 10^4 \mu\text{m}^2$) of lung section were blindly acquired for the measurement of lung injury score with previously published criteria (Table 1)(4). The lung injury score was calculated from 0 to 1 using the formula: Score = [(20 × A) + (14 × B) + (7 × C) + (7 × D) + (2 × E)] / (number of fields × 100). Using the same 400× high-power fields of the lung section, the total number neutrophils was also determined by summing the neutrophils in the alveolar and interstitial spaces. Neutrophil number was normalized by $1.00 \times 10^5 \mu\text{m}^2$.

Table 1. Lung pathology scoring system.

Parameter	Score per field		
	0	1	2
A. Neutrophils in the alveolar space	None	1-5	>5
B. Neutrophils in the interstitial space	None	1-5	>5

C. Hyaline membranes	None	1	>1
D. Proteinaceous debris filling the airspaces	None	1	>1
E. Alveolar septal thickening	<2×	2×–4×	>4×

Thioglycollate-elicited peritoneal macrophages

Mice were injected with 1 mL of 3% (w/v) of thioglycollate (BD; 211716) to elicit the recruitment of macrophages to the peritoneal cavity. Briefly, after 2 days, mice were euthanized, and peritoneal cells were collected by lavaging the peritoneal cavity with 5 mL of cold PBS. The cell suspension was passed through a 70µm cell strainer and cells were pelleted by centrifugation (400xg for 5 min at 4C°). To enrich for myeloid derived cells, the cell pellet was resuspended in 2 mL of PBS with 0.1% BSA and incubated with Dynabeads (Dyna USA) conjugated with an anti-mouse CD11b antibody (Biolegend, #101201; 1:10 dilution), followed by sorting using a magnetic cell separator. These immunoselected cells were then resuspended in 350 µL of RLT buffer (Qiagen) for RNA isolation and quantification by RT-qPCR.

Palmitate Preparation, Loading and ER-Stress Inhibition

Sodium palmitate (5 mM) was dissolved in a heated water bath, allowed to cool to 60C°, and was complex to 7% endotoxin, FA free BSA (Millipore) at 42C° for 30 minutes. Stocks were frozen at -80C° as aliquots and used fresh for each experiment. Briefly, LECs were treated overnight with sodium palmitate (0- 0.25 mM) or vehicle (0.035% BSA) for loading experiments, or overnight at a concentration of 0.1 mM palmitate (or 0.015% BSA) in presence or absence of the ER-Stress inhibitor, 4-phenylbutyrate (4-PBA, 2.5 mM, 8-hour pretreat, Sigma).

Western blotting

Cells or aortic homogenates were lysed on ice with ice-cold lysis buffer (50mMTris-HCl, pH7.4, 0.1mM EDTA, 0.1mM EGTA, 1% Nonidet P-40, 0.1% sodiumdeoxycholate, 0.1% SDS, 100mM NaCl, 10 mM NaF, 1 mM sodium pyrophosphate, 1 mM sodium orthovanadate, 1mM Pefabloc

SC (Roche), and 2 mg/ml protease inhibitor mixture (Roche Diagnostics). Following sonication, lysates were incubated on ice for 10 minutes and centrifuged at 14,000 RPM for 15 minutes at 4°C. The supernatant collected, and protein concentration was determined using the Lowry method. Total protein (25-35 µg) was resolved by SDS-PAGE followed by transfer to nitrocellulose membranes. Membranes were blocked in 0.1% Casein and incubated overnight at 4°C with primary antibodies to proteins of interest. Following TBS-T washes, membranes were incubated for 1 hour at room temperature with LI-COR compatible fluorescent-labeled secondary antibodies (1:10,000, LI-COR Biosciences) for 1 hour. Bands were visualized on the Odyssey CLx platform (LICOR Biosciences). Quantifications were based on densitometry using ImageStudioLite.

Surface Vascular Cell Adhesion Molecule 1 (VCAM1)

Surface vascular cell adhesion molecule 1 (VCAM1) levels were determined in mouse LECs using flow cytometry. Briefly, LECs were treated overnight with and without lipopolysaccharide (LPS, 1 µg/mL, Sigma) in the presence or absence of the IκB kinase (IKK) complex inhibitor, BMS-345541 (10 µM, IKKi, Cayman Chemical). LECs were treated overnight with mouse TNF α (10 ng/mL, R&D Systems) in the presence or absence 4-PBA (2.5 mM, 8-hour pretreat, Sigma). Cells were incubated with mouse VCAM1/CD106 PE-conjugated antibody (R&D Systems, 1:100), fixed in 4% PFA. Post fixation, 10,000 events were collected by the LSRII (BD Biosciences) flow cytometer and mean fluorescence intensity of PE was determined using FlowJo.

RNA isolation and Quantitative Real-Time PCR Analysis

RNA was isolated from mouse LECs using the RNeasy Plus Kit (Qiagen). Thereafter cDNA was synthesized from 1 µg of RNA/sample by reverse transcription using the iScript cDNA Synthesis Kit (Bio-Rad). Real-time quantitative PCR (RT-qPCR) reactions were performed in duplicate using the CFX-96 Real Time PCR system (Bio-Rad) using validated RT-qPCR primers designed with

Primer3 Input (Version 0.4.0) and synthesized by the Yale Keck Oligonucleotide Synthesis Facility (See below). Fold changes were calculated using the comparative CT method.

qPCR primers (5'-3'):

36b4-Forward: GCGACCTGGAAGTCCAACTAC

36b4- Reverse: ATCTGCTGCATCTGCTTGG

Atgl-Forward: GAGACCAAGTGGAAACATC

Atgl- Reverse: GTAGATGTGAGTGGCGTT

Vcam1-Forward: TGACAAGTCCCCATCGTTGA

Vcam1-Reverse: ACCTCGCGACGGCATAATT

Ptgs2-Forward: GCTGTACAAGCAGTGGCAAA

Ptgs2- Reverse: CCCCAAAGATAGCATCTGGA

RNA Sequencing (RNAseq)

RNA sequencing was performed on control and *Atgl* ECKO LEC Cells that were cultured on gelatin (0.1%) coated plates in EGM-2 medium containing 20% FBS and supplemented with SingleQuots™ Kit, penicillin/streptomycin (1;100), and L-glutamine (2 mM). RNA was isolated as described above and purity of total RNA per sample was verified using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA sequencing was performed through the Yale Center for Genome Analysis using an Illumina HiSeq 2000 platform (paired end 150bp read length). Briefly, rRNA was depleted from RNA using Ribo-Zero rRNA Removal Kit (Illumina). RNA libraries were generated from control cells using TrueSeq Small RNA Library preparation (Illumina) and sequenced for 45 cycles on Illumina HiSeq 2000 platform (paired end, 150bp read length).

RNA-seq Analysis

Normalized counts and gene set enrichment analysis statistics were generated with Partek Flow. Reads were aligned to the hg19 build of the human genome with STAR and quantified to an hg19 RefSeq annotation model through Partek E/M. Gene counts were normalized as counts per million (CPM) and differential analysis was performed with GSEA. 

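The gene symbols in the table are those of the mouse, not of human, and 96.8% of them match a gene name of the mouse annotation GENCODE M21, so the mouse build the reads were aligned to is not given in the sources used here. Partek E/M divides a read that fits several genes among them, which gives fractional counts. Of the values under 0.2 CPM, 80.6% to 82.4% per library were whole multiples of 1 read, within 0.05 of a read. Every value includes an offset of 0.0001 CPM. The values of a library sum to between 818258 and 823485 CPM, 81.8% to 82.3% of the full total of CPM, so the normalization was not taken over these genes alone. In 21 places a date stands in the table where a gene symbol should, and these genes were left out. The deposited z-scores are those of the linear CPM of each gene over the 6 libraries, with a largest difference of 3.97e-14 over the 12837 tested genes. For the 26 genes of Figures 3C and 4A, z-scores from the table differed from the supporting data values of the paper by at most 4.96e-06.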

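At a fold change of 1.5 in either direction and an unadjusted p under 0.05 from limma, 861 genes were higher and 770 lower in *Atgl* ECKO LECs. Of the 13 genes of Figure 3C, 11 passed these thresholds, as did 5 of the 13 genes of Figure 4A and 0 of the 3 genes *Hspa5*, *Xbp1* and *Hsp90b1*. The genes of Figure 4A had log2 fold changes of 0.19 to 0.78 and those of Figure 3C of 0.55 to 2.27.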

Ingenuity Pathway Analysis (Ingenuity Systems QIAGEN) software was used to perform Canonical Pathway and Upstream Regulator analyses (Cutoff: $p < 0.05$; $-1.5 > \text{Fold Change} > 1.5$). Data are deposited in NCBI Gene Expression Omnibus.

Electron Paramagnetic Resonance (EPR) for Nitric Oxide Hemoglobin (NO-Hb)

Hemoglobin bound nitric oxide (NO-Hb) was measured in whole blood as an index of NO bioavailability using EPR as previously described (5). Briefly, whole blood was drawn from the inferior vena cava of mice into 1-ml syringes and immediately frozen in liquid N₂ until measurement. Erythrocytes were separated from plasma by centrifugation (3000 RPM, 5 mins) and NO-Hb was determined by recording the three-line hyperfine spectrum of the 5-coordinate complex of NO with Hb using a EMX ESR spectrometer (Bruker Instruments, Inc., Billerica, MA) equipped with a high-sensitivity SHQ microwave cavity in a finger dewar filled with liquid nitrogen. Quantification was performed by summing the peak-to-trough heights of the first two bands followed by normalization to the sample mass.

Plasma lipid measurements

Blood was collected by retro-orbital venous plexus puncture in fed and overnight fasted mice. Plasma was separated by centrifugation (10,000 RPM, 4°C) and triglycerides (Wako Chemicals, USA) and total cholesterol (Wako Chemicals, USA) were assayed using commercial kits according to the manufacturers' protocols.

Vascular Reactivity

Vascular function was assessed in thoracic aortic rings by wire myography (Wire Myograph System 610M Danish Myo Technologies DMT A/S) as previously described (6). Briefly, mice were anesthetized, and pressure perfused through the left ventricle with PBS as described above. Thoracic aortas were isolated, excess connective tissue and fat adherent to the vessel was removed carefully, then aortas were cut in 2mm-length rings and mounted onto myograph chambers. After an equilibration period, endothelium-dependent relaxation was assessed in all vessels by concentration dose responses to acetylcholine (ACh) and sodium nitroprusside (SNP) in vessels pre-contracted with phenylephrine (PE) as previously described (7).

Analysis of atherosclerotic plaques

Following the atherogenic-diet, mice were anesthetized and perfused via the left ventricle with 10 ml of PBS followed by 10 mL of 4% PFA. The heart, brachiocephalic artery, and whole aorta (from aortic arch to the iliac arteries) were harvested. For *en face* atherosclerosis analysis, aortas were stained with oil red O as described previously (8). Plaques were imaged using a Nikon SMZ 1000 microscope connected to a Kodak DC290 digital camera. The atherosclerotic lesions were expressed as a percentage of the area of lesions (oil red O-positive areas), relative to the surface area of the entire aorta and quantified with the IMAGE J (National Institutes of Health [NIH]) program.

For aortic root and brachiocephalic artery analysis, hearts and arteries were incubated in 4% PFA overnight, rinsed with PBS and transferred into 30% sucrose at 4°C overnight. Following, tissues were embedded in OCT compound (Tissue-Tek; Sakura Finetek USA) and frozen. Cryosections (5µm-thick) of the aortic root were cut from the initial appearance of the aortic valve leaflets. Serial sections were collected on 10 consecutive slides and sectioning continued until the disappearance of the aortic valve leaflets. The same slide number per mouse was chosen for

analysis to ensure the same anatomical distance from the start of the aortic valve leaflets. Aortic roots were stained with oil-red O as described for whole aorta and atherosclerotic lesions were as a percentage of lesion area relative to the surface area of the aortic root. For brachiocephalic arteries, 3 sections, each separated by 50 μm , were used for planimetry. These sections were stained with oil-red O and hematoxylin and atherosclerotic lesions were quantified as described above for aortic roots. In addition, 5 μm -thick aortic root sections were permeabilization and incubated with primary antibodies targeting CD68 (Biorad) and smooth muscle actin (SMA, Santa Cruz). Tissue sections were then mounted and imaged on a EVOS fluorescent imaging system and quantified as percent CD68 positive area relative to image area.

Sample preparation for single-cell RNA sequencing (scRNA-seq) of mouse aortic tissue

rAAV8- *mPcsk9* injected mice were euthanized after 4 weeks of atherogenic diet feeding and aortic tissues were harvested for single-cell transcriptomics. Aorta were pre-digested with 1mg/mL Collagenase A (Roche, Cat No. 11088785103) for 7 min at 37 °C to facilitate the removal the adventitia. Following this, aortae were then minced into 2-mm pieces and digested in DMEM (10% FBS) with 1.5 mg/mL Collagenase A and 0.5 mg/mL Elastase (Worthington, Cat No. LS006365) for 45 min at 37°C under gentle agitation and triturated using a P-1000 pipette tip every 15 minutes. The digested aortas were passed through a 40- μm filter to obtain single-cell suspensions. Total cell viability was obtained using live/dead viability dye eFluorTM ⁷⁸⁰ (Thermo Fisher Scientific, Cat No. 65-0865-14). Viable cells were sorted by a FACS Aria III (BD Biosciences) into 0.4% BSA/PBS and immediately processed for single-cell RNA seq.

Droplet-Based scRNA-seq library construction and sequencing

Sorted aortic cells were encapsulated into droplets and processed following manufacturer's specification using 10X Genomics GemCode technology. Equal numbers of cells per sample were loaded on a 10X Genomics Chromium controller instrument to generate single-cell Gel Beads in

emulsion (GEM) at the Yale Center for Genome Analysis. Lysis and barcoded reverse transcription of polyadenylated mRNA from single cells were performed inside each GEM followed by complementary DNA (cDNA) generation using the Single-Cell 3' Reagent Kits version 3.1 (10X Genomics). Libraries were sequenced on an Illumina HiSeq 4000 as 2 x 100 paired-end reads.

Single-Cell RNAseq data analysis and visualization

Sample demultiplexing, aligning reads to the mouse mm10 reference genome (University of California, Santa Cruz) with Software Tools for Academics and Researchers (STAR) and unique molecular identifier (UMI) processing were processed using CellRanger software (version 7.1.0). Low-quality cells, doublets, and potentially dead cells were filtered based on the percentage of mitochondrial genes and number of genes and UMIs expressed in each cell. After quality control, we captured 1494 and 708 cells from control and ATGL ECKO mice, respectively. The single-cell transcriptomes were imported to the Seurat R package (v4.3.0) for further downstream analysis. Data were normalized using the `NormalizeData()` function. Based on the normalized expression matrix, 2,000 most variable genes were identified using the `FindVariableFeature()` function with the 'vst' method. High variable genes were applied for the principle component analysis (PCA) to identify the top 30 principal components using the `RunPCA()` function, which was then applied to dimension reduction using the `RunUMAP()` function. Uniform Manifold Approximation and Projection (UMAP) visualization indicated cells from different samples were well mixed into the shared space. We then constructed a Shared Nearest Neighbor (SNN) graph using Principal components (PCs) 1 to 30 and then the Louvain clustering algorithm was used to group the cells into different clusters. Cell clusters were annotated based on top differentially expressed marker genes and mapped to established cell signatures. Significantly differentially expressed genes in a cluster were analyzed using Seurat function `FindAllMarkers` with the default setting "logfc.threshold" = 0.25, "min.pct" = 0.25. Ingenuity Pathway Analysis (Ingenuity Systems QIAGEN, content version: 101138820) was used to conduct analyses for pathway with

differentially expressed genes across samples in the endothelial cell cluster. All visualization was performed using Seurat (v4.3.0) or by customized R code using ggplot2(v3.4.2)

Surface Vascular Cell Adhesion Molecule 1 (VCAM1) in Aortic Endothelial Cells

rAAV8-*mPcsk9* injected mice were euthanized after 4 weeks of atherogenic diet feeding and aortic tissues were harvested and homogenized as described above for sc-RNAseq, with the exception that the adventitia was not removed for these experiments. Single-cell suspensions were incubated with mouse VCAM1/CD106 PE-conjugated (R&D Systems, 1:100), mouse CD31/PECAM BV421-conjugated (BD, 1:100, #562939) and mouse CD45 AF700-conjugated antibodies (BD, 1:100, #103128), the live/dead viability dye eFluorTM ⁷⁸⁰ (Thermo Fisher Scientific, Cat No. 65-0865-14). 10,000 events were collected by the LSRII (BD Biosciences) flow cytometer and mean fluorescence intensity of PE was determined in the endothelial cell population (CD31+/CD45-) using FlowJo.

Isolation of Aortic Endothelial Cells

The deletion was *Atgl* in aortic EC was confirmed in FACS purified ECs and RT-qPCR. Briefly, 8-week-old control and *Atgl* ECKO mice (n=3/group) were euthanized as described above for determination of VCAM1 surface expression levels in aortic endothelial cells. Single-cell suspensions were then incubated with mouse CD31/PECAM BV421-conjugated (1:100), mouse CD45 AF700-conjugated antibodies (1:100) and the live/dead viability dye eFluorTM ⁷⁸⁰ (1:2000). Viable CD31+/CD45- cells were then sorted directly into concentrated TRIzol (TRIzol LS, ThermoFischer, #10296028). RNA was extracted with chloroform and RNA was isolated for RT-qPCR analysis as described above.

Statistical Analysis

All statistical analyses were performed with Prism 9 (GraphPad Software, San Diego, CA, USA). All data were tested for normality with a Shapiro Wilk normality test and for unequal variance using an F test prior to applying the following parametric tests for analysis. Comparisons between two groups was performed with a two-tailed student T-test, whereas one- and two-way analysis of variance (ANOVA) were used for comparisons for more than two groups. Post-hoc pairwise comparisons were performed using Dunnett's test for One-way ANOVA and Sidak's multiple comparisons test for Two-way ANOVA. All data are expressed as mean $\pm$ standard error of the mean (SEM). The significance level was set a priori at $P < 0.05$.

Study Approval

All animal procedures were performed under protocols reviewed and approved by the Yale University Institutional Animal Care and Use Committee, New Haven, CT. Male mice were used for all experiments to avoid confounding in aortic endothelial function measurements related to sex and the estrous cycle (9, 10).

Data Availability

Data files for bulk RNA and single cell RNA sequencing we deposited in the NCBI Gene Expression Omnibus and are available under GEO accession numbers GSE246083 and GSE246138. Supporting analytical code for single cell RNA sequencing is available upon request.

Reagents and Antibodies

Oleic acid, BMS-345541 and triglyceride detection kit for cell culture was obtained from Cayman Chemical. BODIPY 493/503 was obtained from Life Technologies. LPS from E. coli O111:B4, sodium nitroprusside (SNP), acetylcholine (ACh) and phenylephrine (PE), 4-phenylbutyrate, and sodium palmitate were obtained from Sigma. Endotoxin, fatty acid free bovine serum albumin was

obtained from Millipore. For plasma measurements, total cholesterol, non-esterified fatty acids (NEFA), and triglyceride detection kits were obtained from Wako Diagnostics. Mouse TNF α was obtained from R&D Systems.

Antibodies used in this study were from the following resources with the indicated dilutions for **Western blotting**: anti-ATGL (Cell Signaling, #2138, 1:500), anti eNOS (BD biosciences, #610297, 1:1000), anti-VCAM1 (Cell Signaling, #32653, 1:1000), anti-CD31 (Cell Signaling, #77699, 1:1000), Hsp90 α/β Antibody (F-8) (Santa Cruz, # sc-13119, 1:1000), anti-ATF4 (Cell Signaling, # 11815, 1:1000), anti-COX2 (Cell Signaling, #12282, 1:1000), anti-GADD 153 [CHOP] (Santa Cruz, # sc-7351, 1:500). **Confocal Microscopy**: VE-cadherin Antibody (BD biosciences, #555289, 1:200), VCAM1 (CD106, BD biosciences, #550547, 1:100), CD31 (Anti-PECAM1, EMD Millipore, #MAB1398Z, 1:200), CD68 (Biorad, MCA1957, 1:200), SMA (Santa Cruz, # sc-53015, 1:50), Isolectin-B4-488 (ThermoFisher, #I21411, 1:200). **FACS**: VCAM1/CD106 PE-conjugated antibody (R&D Systems, # FAB6432P, 1:100). CD31/PECAM BV421-conjugated (BD, 1:100, #562939) and mouse CD45 AF700-conjugated antibodies (BD, 1:100, #103128), live/dead viability dye eFluorTM ⁷⁸⁰ (Thermo Fisher Scientific, Cat No. 65-0865-14).

Supplemental Figure Legends

Supplemental Figure 1. ATGL deficiency does not alter body composition, fasting glucose, nor plasma lipids on a standard chow diet. **A)** Body weight measurements between control (black line with open circle) and *Atgl* ECKO (black line with closed square) mice for up to 12 weeks on a standard chow (SC) diet (n=12/group). **B)** Fasting (12 hour) glucose, **C)** total cholesterol, **D)** triglycerides and **E)** Non-esterified Fatty Acid (NEFA) between control and *Atgl* ECKO mice following 12 weeks on a SC diet (n=12/group). All data represent the mean $\pm$ SEM.

Supplemental Figure 2. Constitutive ATGL deletion does not lead to structural vascular defects. Representative P6 retina flat mount images labeled with conjugated isolectin-B4-488 (IB4, green) showing no difference in vessel density and length between control and *Atgl* ECKO mice (n=3-4/group).

Supplemental Figure 3. Constitutive EC deletion of ATGL does not influence *Atgl* mRNA levels in myeloid cells. **A)** Schematic of eliciting peritoneal cells using 3% thioglycolate (1 mL) and enriching for CD11b⁺ myeloid cells 48 hours following injection using magnetic beads

complexed to a CD11b antibody. **B)** qRT-PCR analysis of *Atgl* mRNA using *36b* as housekeeping gene in peritoneal-elicited CD11b⁺ myeloid cells. (n=5-6/group).

Supplemental Figure 4. ATGL deficiency globally reduces aortic eNOS protein levels. Representative confocal images of en face immunostaining of eNOS protein levels (yellow) in greater curvature (upper far left), lesser curvature (lower far left), thoracic (upper far right) and abdominal (lower far right) aorta from control and *Atgl* ECKO mice. Endothelial cells were detected by immunostaining for VECAD (red), and nuclei were stained with DAPI (blue). The middle panel is a schematic drawing that illustrates the areas that were captured (n=3/group). Scale bar, 50 μ m. Note that image bottom two panels on showing the location eNOS staining in the thoracic aorta are the same representative images shown in Figure 2D for control and *Atgl* ECKO mice.

Supplemental Figure 5. ATGL deficiency in the endothelium does not influence systemic blood pressure or heart rate. Systemic **A)** Systolic blood pressure, **B)** Diastolic blood pressure, **C)** Mean Arterial Pressure, **D)** Pulse Pressure, and **E)** Heart Rate measured under light anesthesia (1.5% Isoflurane) using a Millar catheter inserted into the left carotid artery. (n=6/group).

Supplemental Figure 6. *Atgl* ECKO mice fed a standard chow diet do not display lung pathology **A)** Representative H & E (40X) images of 12-week-old control ATGL ECKO mice fed a standard chow diet. **B)** Lung pathology score and **C)** Neutrophil number derived from H & E images (n=6-7/group).

Supplemental Figure 7. Body composition and fasting plasma total cholesterol and triglyceride on an atherogenic diet. **A)** Body weight measurements between ApoE ^{-/-} (black line with open circle) and *Atgl* EC KO, ApoE ^{-/-} mice (black line with solid triangle) for up to 12 weeks on an atherogenic diet (n=10/group). Fasting (12 hour) plasma **B)** total cholesterol and **C)** triglyceride (TG), between ApoE ^{-/-} (white bars) and *Atgl* ECKO, ApoE ^{-/-} mice (black bars) following 12 weeks on a WD diet (n=6-10/group). All data represent the mean $\pm$ SEM. ***p<0.001, two-tailed unpaired Student's t-test.

Supplemental Figure 8. Endothelial deficiency of ATGL accelerates global atherosclerotic lesion development in the brachiocephalic artery. **A)** Schematic drawing (left) that illustrates the four cross sectional areas (right) of the brachiocephalic artery (BCA) that were stained with oil-red O (ORO) to identify plaque lesions following 12 weeks on an atherogenic diet. 1= root of right common carotid artery; 2= root of right subclavian artery; 3= mid-cross section of BCA and 4= root of BCA. Scale bar, 500 μ m. **B)** Corresponding quantification of plaque area as a percentage of total BCA area between ApoE ^{-/-} and *Atgl* ECKO, ApoE ^{-/-} mice (n=5/group). All data represent the mean $\pm$ SEM. *p<0.05, ***p<0.001, two-tailed, unpaired Student's t-test.

Supplemental Figure 9. ATGL deficiency does not alter body weight, total cholesterol, nor plaque area in mice overexpressing murine PCSK9 and fed a short-term atherogenic diet. **A)** Body weight and **B)** Fasting total cholesterol measurements between control and *Atgl* ECKO mice injected with rAAV8-*mPcsk9* (Control + *mPcsk9* and *Atgl* ECKO + *mPcsk9*) and fed an atherogenic diet for 4-weeks (n=7/group). **C)** Representative histological staining of aortic sinus with oil red O and hematoxylin. Scale bar, 500 μ m **D)** Quantification of atherosclerotic lesions as total plaque area (n=7/group). All data represent the mean $\pm$ SEM.

1. Bjørklund MM, Hollensen AK, Hagensen MK, Dagnæs-Hansen F, Christoffersen C, Mikkelsen JG, et al. Induction of atherosclerosis in mice and hamsters without germline genetic engineering. *Circulation research*. 2014;114(11):1684-9.
2. Lin MI, Yu J, Murata T, and Sessa WC. Caveolin-1–Deficient Mice Have Increased Tumor Microvascular Permeability, Angiogenesis, and Growth. *Cancer research*. 2007;67(6):2849-56.
3. Jaba IM, Zhuang ZW, Li N, Jiang Y, Martin KA, Sinusas AJ, et al. NO triggers RGS4 degradation to coordinate angiogenesis and cardiomyocyte growth. *The Journal of clinical investigation*. 2013;123(4):1718-31.
4. Matute-Bello G, Downey G, Moore BB, Groshong SD, Matthay MA, Slutsky AS, et al. An official American Thoracic Society workshop report: features and measurements of experimental acute lung injury in animals. *American journal of respiratory cell and molecular biology*. 2011;44(5):725-38.
5. Kraehling JR, Hao Z, Lee MY, Vinyard DJ, Velazquez H, Liu X, et al. Uncoupling caveolae from intracellular signaling in vivo. *Circulation research*. 2016;118(1):48-55.
6. Bucci M, Gratton J-P, Rudic RD, Acevedo L, Roviezzo F, Cirino G, et al. In vivo delivery of the caveolin-1 scaffolding domain inhibits nitric oxide synthesis and reduces inflammation. *Nature medicine*. 2000;6(12):1362-7.
7. Lee MY, Gamez-Mendez A, Zhang J, Zhuang Z, Vinyard DJ, Kraehling J, et al. Endothelial cell autonomous role of Akt1: regulation of vascular tone and ischemia-induced arteriogenesis. *Arteriosclerosis, thrombosis, and vascular biology*. 2018;38(4):870-9.
8. Fernández-Hernando C, Yu J, Suárez Y, Rahner C, Dávalos A, Lasunción MA, et al. Genetic evidence supporting a critical role of endothelial caveolin-1 during the progression of atherosclerosis. *Cell metabolism*. 2009;10(1):48-54.
9. Takenouchi Y, Kobayashi T, Matsumoto T, and Kamata K. Gender differences in age-related endothelial function in the murine aorta. *Atherosclerosis*. 2009;206(2):397-404.
10. Kehmeier MN, Bedell BR, Cullen AE, Khurana A, D'Amico HJ, Henson GD, et al. In vivo arterial stiffness, but not isolated artery endothelial function, varies with the mouse estrous cycle. *American Journal of Physiology-Heart and Circulatory Physiology*. 2022;323(6):H1057-H67.

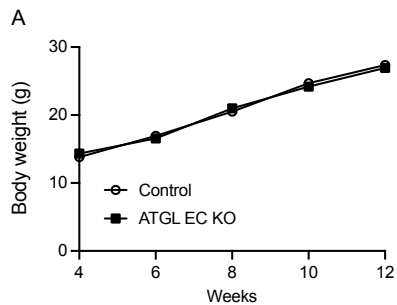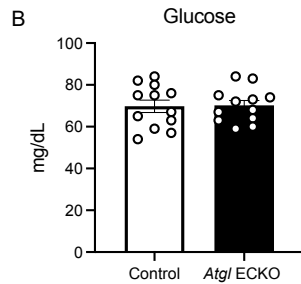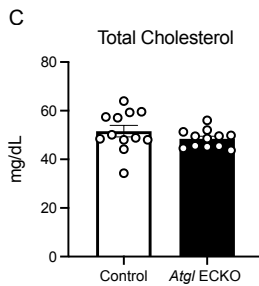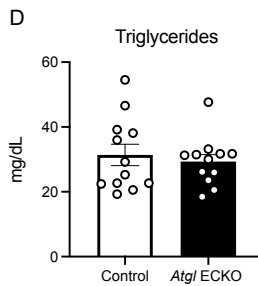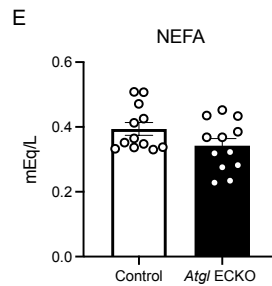

IB4-488 staining

Control

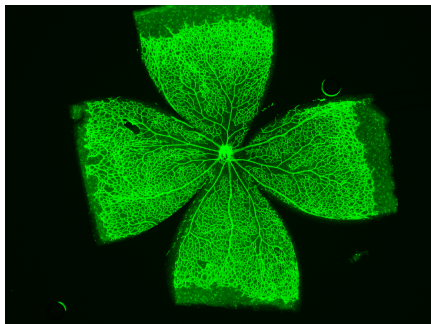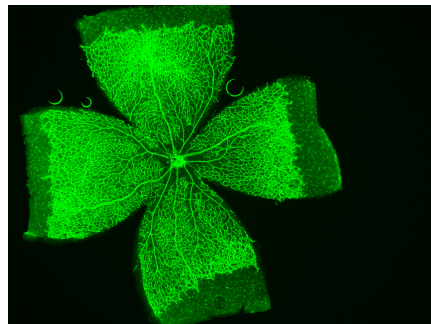

Atgl ECKO

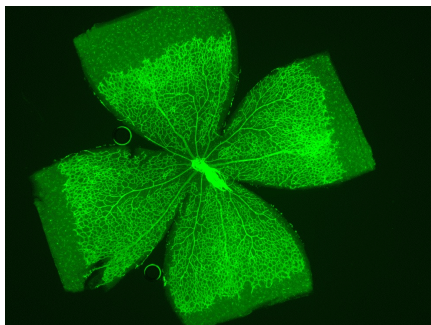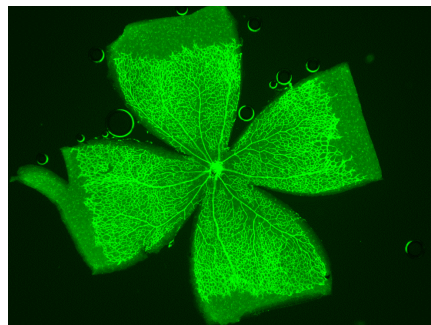

A

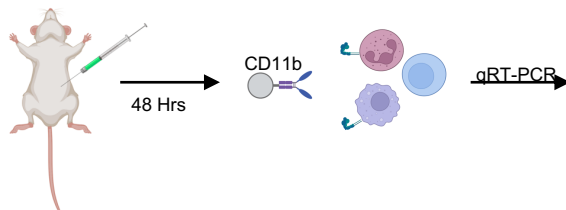

3% Thioglycolate; 1 mL

B

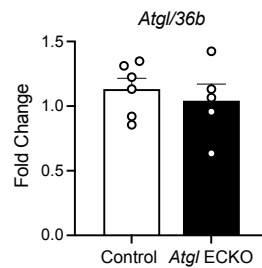

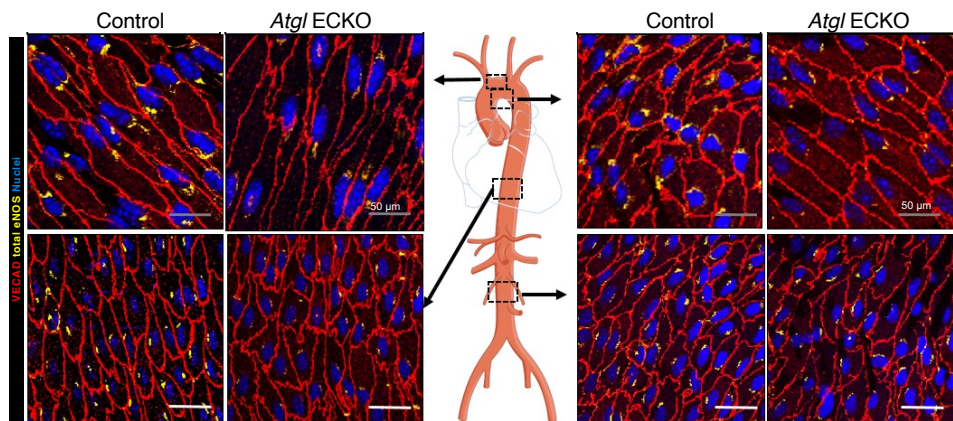

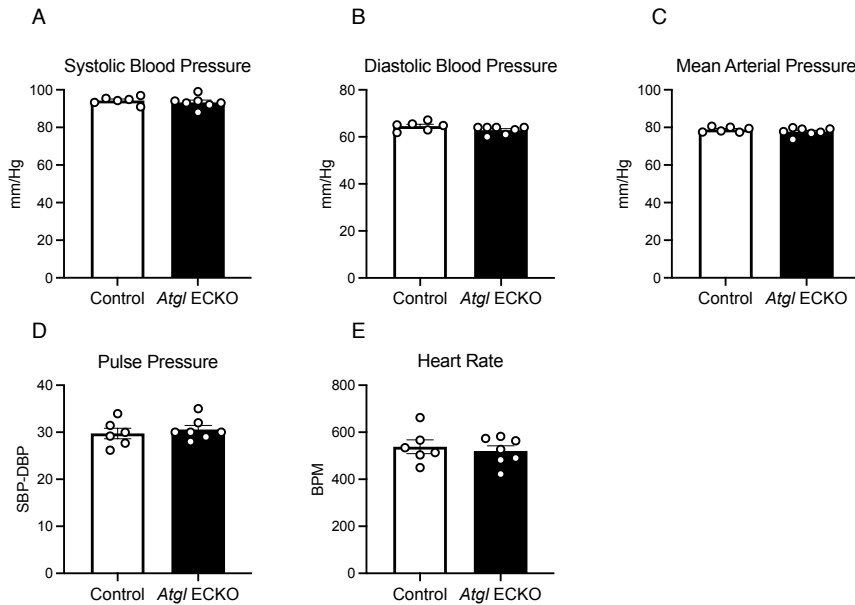

A

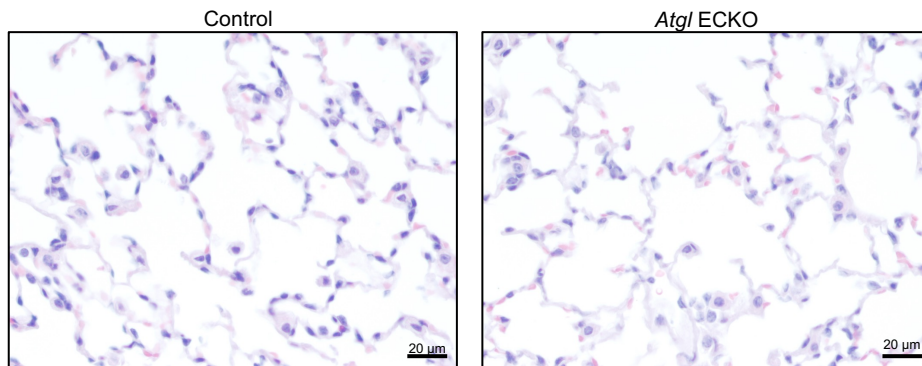

B

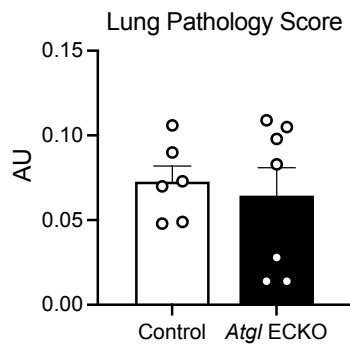

C

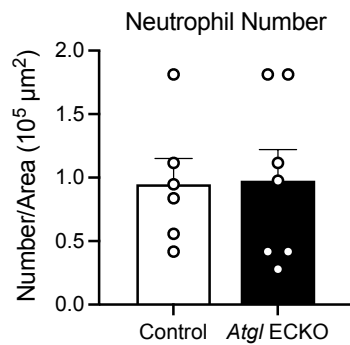

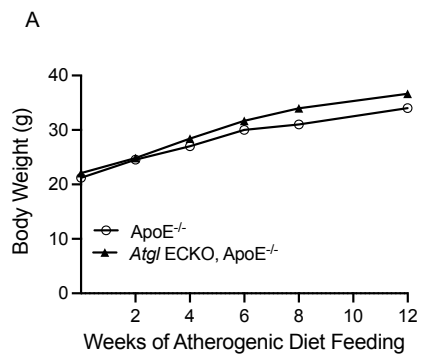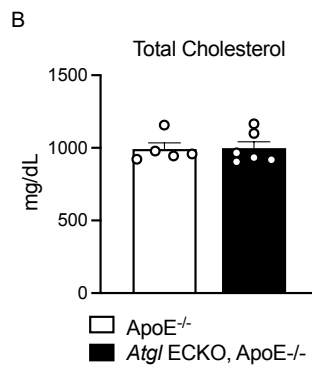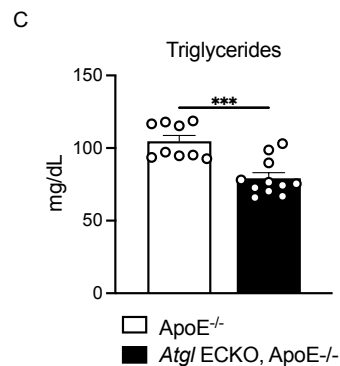

BCA Plaque Area

Area	Control (mm²)	<i>Atg1</i> ECKO, <i>ApoE</i> ^{-/-} (mm²)
Area 1	~0.018	~0.025
Area 2	~0.0005	~0.002
Area 3	~0.033	~0.042
Area 4	~0.022	~0.052

BCA Plaque Area

Area	Control (mm²)	<i>Atg1</i> ECKO, <i>ApoE</i> ^{-/-} (mm²)
Area 1	~0.018	~0.025
Area 2	~0.0005	~0.002
Area 3	~0.033	~0.042
Area 4	~0.022	~0.052

mm²

Area 1

Area 2

Area 3

Area 4

Control

Atg1 ECKO, *ApoE*^{-/-}

A

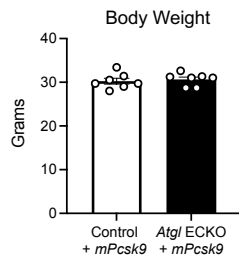

B

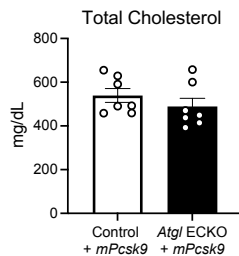

C

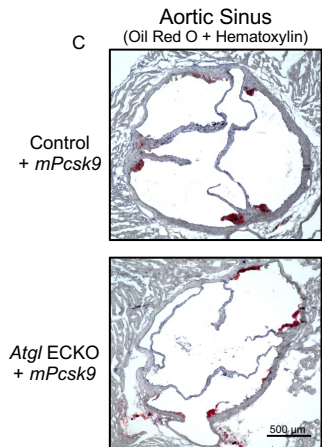

D

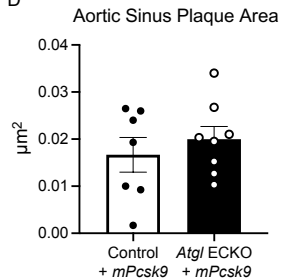

**Supplement:** Supplemental data

# Supplementary material for: Dynamic metabolism of endothelial triglycerides protects against atherosclerosis in mice
**Source:** J Clin Invest. 2024 Jan 4;134(4):e170453. doi: 10.1172/JCI170453
**Supplement:** Unedited blot and gel images

1B

CD31

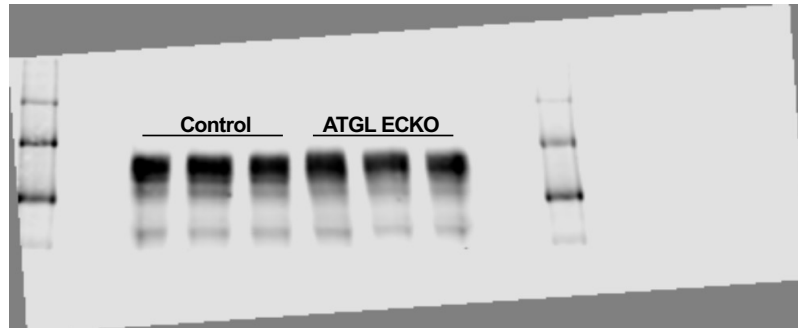

ATGL

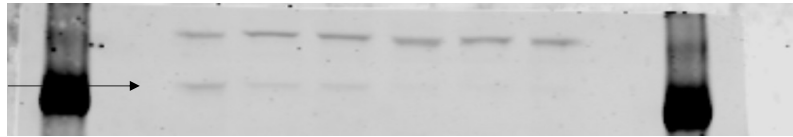

HSP90

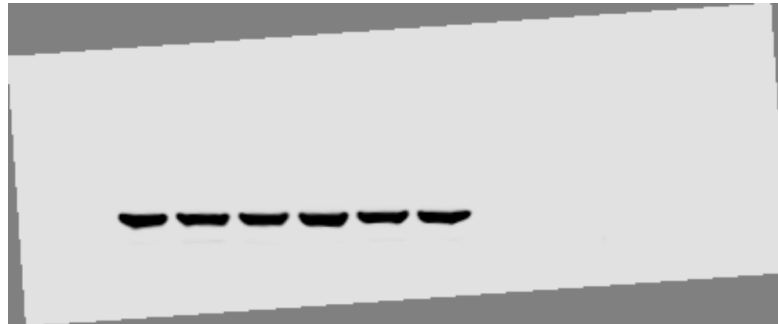

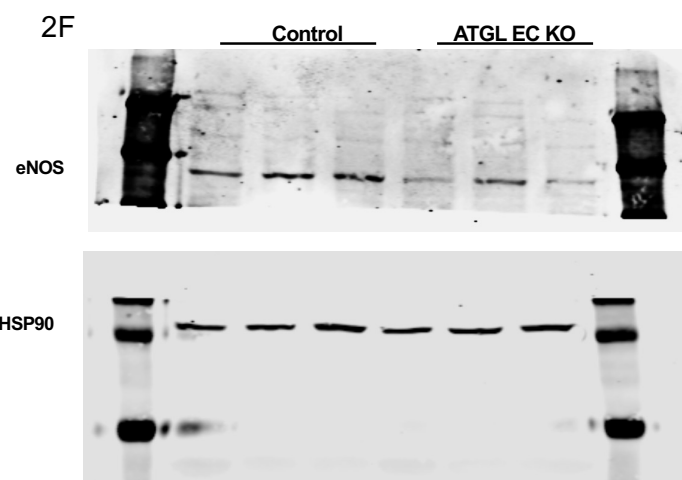

4B

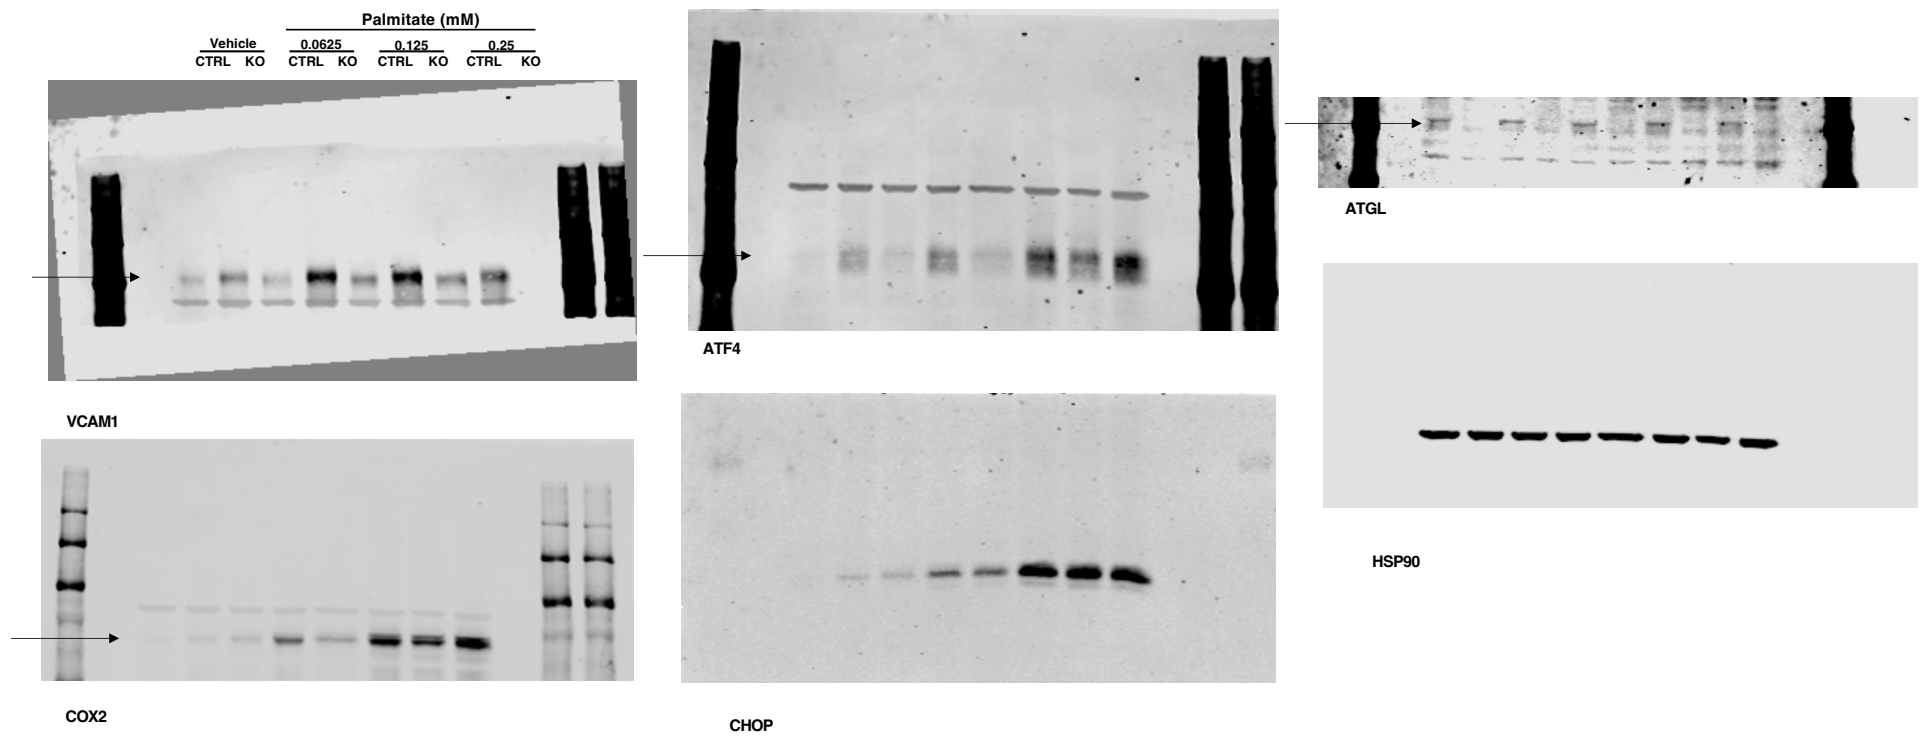

4G

Vehicle		4-PBA		Palmitate		Palmitate + 4-PBA	
CTRL	KO	CTRL	KO	CTRL	KO	CTRL	KO

VCAM1

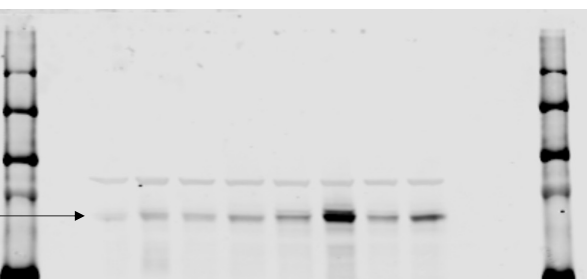

COX2

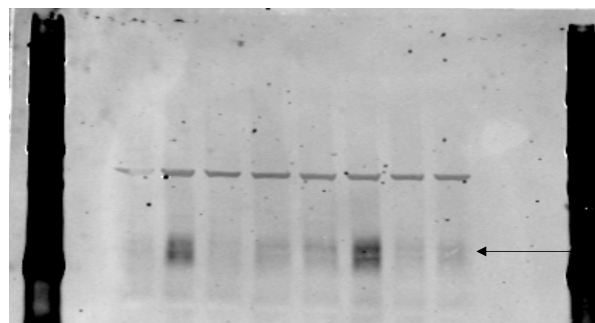

ATF4

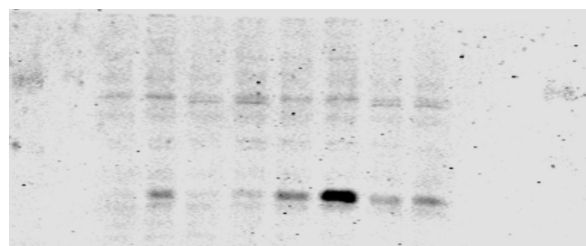

CHOP

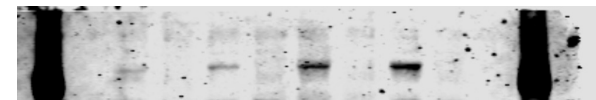

ATGL

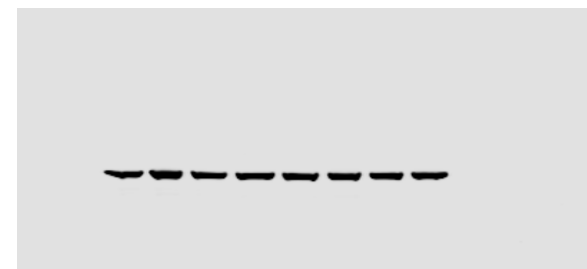

HSP90

How the deposited data were processed for this re-analysis (not part of the article)

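RNA-Seq values of untreated LECs, immortalized mouse lung ECs in culture, were taken from 6 libraries, 3 control (*Atgl* fl/fl) and 3 *Atgl* ECKO. The labels of the libraries give the genotype and a replicate number from 1 to 3. According to the supplemental methods, the authors aligned reads with STAR, quantified genes with Partek E/M and normalized gene counts as CPM in Partek Flow, and the versions of these tools are not given in the sources used here. The methods name the human build hg19, while the table holds mouse gene symbols. The paper names GSEA as the differential analysis, while Figure 3A plots a p for each gene, and the test behind these p-values is not given in the sources used here. The table holds 20430 lines, of which 21 carry a date in place of a gene symbol and were left out, and 1 stray cell outside the columns was not used. Every value includes an offset of 0.0001 CPM. No counts are in the table, so no test on counts was used, and the depth, 55.6 to 69.0 reads for each CPM, was read from the step between the lowest values. The authors also deposited z-scores, which they made from the normalized values of each gene over the 6 libraries, and this score was used here only to find the scale it was made on.

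Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(CPM + 1), with genotype as the only term, for the 12837 genes with a mean of at least 1 CPM over all 6 libraries. The p-values were adjusted by the Benjamini-Hochberg method over these genes, and a gene counted as higher or lower at an adjusted p under 0.05. The fit had 4 residual and 10.9 prior degrees of freedom. The thresholds of Figure 3A, a log2 fold change beyond 1 or -1 and an unadjusted p under 0.05, were applied to the same fit. Confidence intervals are at the 95% level. For *Pnpla2* an exact permutation test over all assignments of the 6 libraries is also given.

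Gene sets were tested with camera (preset correlation between genes of 0.01, and an estimated correlation) and with fry, both of limma, for lists with at least 3 tested members, and p-values were adjusted over the 26 lists tested. The 26 fixed lists cover the TNF and NF-κB response, interferon-stimulated genes, ATF4 and the integrated stress response, IRE1 and ATF6 chaperones and ERAD, lipid droplets and triglyceride turnover, PPAR targets and fatty acid oxidation, sterol synthesis, fatty acid synthesis, endothelial identity, vasomotor genes and nitric oxide, the CXCL12 axis and leukocyte extravasation, endothelial to mesenchymal transition, the cell cycle, p53 targets, hypoxia and glycolysis, NRF2 and oxidative stress, lysosome and autophagy, Notch with tip cell and angiogenesis genes, Ephrin receptors and ligands, sex-linked genes, neighbours of *Pnpla2*, and markers of lymphatic endothelium, of fibroblasts, smooth muscle and pericytes, of lung epithelium, of leukocytes and of mesothelium. Leukocyte and mesothelial markers had too few tested members for a set test. The genes of Figures 3C and 4A were tested as a further pair of lists, which the study chose on these libraries. The camera test compares a list with all other tested genes, while fry asks whether the genes of a list move on balance one way. With an estimated correlation camera called 0 lists, not even the sex-linked genes, so its values in that setting say little either way.

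Genes named in the text were taken from those the paper names for the RNA-Seq data, *Nos3*, the 10 genes with the highest and the 10 with the lowest log2 fold change among those with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the groups (predicted genes left out), and from each list at most 5 members with the smallest adjusted p, plus members named as not passing the test. *Malat1* and list members below the filter were named outside this rule, after their values were seen. Chromosomes were assigned by gene name from GENCODE M21 for 98.5% of the tested genes, and chromosome medians were taken over genes with a mean of at least 5 CPM. The procedure was tested on simulated data made from 12837 genes with the spread of these libraries. Of simulated log2 changes of 0.25, 52 of 67 were recovered, as were 67 of 67 of 0.5 and 66 of 66 of 1. Of 208 genes called, 23 were unchanged ones, a larger share than the 0.05 that the adjustment aims at. Few genes were changed in the simulation, unlike the many called in these data.

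The alternatives tried were pseudocounts of 0.1 and 3 CPM, no filter and a filter at a mean of 5 CPM, rescaling by median ratios, quantile normalization, limma without the trend, a linear model without moderation of the variances, the replicate number as a replicate block, leaving out each of the 6 libraries in turn, fold changes as the ratio of mean CPM, and a fold change of 1.5 in place of the log2 fold change of 1. Removal of the median log2 fold change of each chromosome was chosen after seeing the data. Single-cell, protein, qRT-PCR and in vivo data of the paper, and its pathway analysis with IPA, were not analysed here.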

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

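The comparison of chromosomes and the tests of chromosome number, of a female source and of loss of the Y chromosome were chosen after the result was seen, whereas the tests of scaling, of GC content and length, and of chromosome-wide shifts in lipid synthesis were fixed before their results were seen. The last of these uses the removal of chromosome medians, a setting that was itself chosen after seeing the data.

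Genes of whole chromosomes moved together in *Atgl* ECKO LECs, a signal the paper does not report, which takes in 10 of the 26 genes of Figures 3C and 4A, and *Hspa5*. The median log2 fold change was beyond 0.2 in either direction for chromosome 14 (0.45 for 374 genes, 93.6% of them above 0), chromosome 19 (0.41), chromosome 12 (0.36), chromosome 16 (0.26) and chromosome 2 (-0.23), and 12 of the 15 other chromosomes had smaller medians that were also outside the range of random draws of genes, such as chromosome 10 (0.19, 77.5% of genes above 0), which holds *Ddit3*, *Tnfaip3* and *Hsp90b1*, and chromosome 8 (0.11). The range of the chromosome medians, 0.675 as deposited, was 0.667 after quantile normalization. A scaling factor moves all genes of a library alike, so this range could hardly change, and the value decides nothing about scaling. After removal of a fit on GC content and transcript length, which took out 1.19% of the variance, the range was 0.675. This argues against GC content and length as its cause. A difference in chromosome number between the control and *Atgl* ECKO cells stays open. All 37 windows of 60 neighbouring genes on these 5 chromosomes had a median of the sign of their chromosome, but so had all windows of 12 of the 15 other chromosomes, so the signs do not decide it. Window medians ran from 0.385 to 0.519 on chromosome 14, 0.270 to 0.462 on 19 and 0.337 to 0.410 on 12. They ran from 0.187 to 0.332 on chromosome 16 and from -0.333 to -0.132 on chromosome 2. Chromosome 10, not called shifted, had window medians of 0.104 to 0.266. Whether the loss of ATGL or the history of the cells in culture lies behind the shifts was not tested.

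Sex-linked genes stood apart as well, with 0 of 4 tested members higher and 4 lower (also 4 adjusted over the list alone) and a median log2 fold change of -4.43 (camera adjusted p = 6.15e-05, and adjusted p = 0.182 with an estimated correlation). *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, all of the Y chromosome, kept 1.16% to 1.45% of their control CPM in *Atgl* ECKO LECs. *Xist* reached at most 0.0476 CPM in an *Atgl* ECKO library, which argues against a female source with an inactive X chromosome, and the paper's supplement states that male mice were used for all experiments. Loss of the Y chromosome from the *Atgl* ECKO cells stays open, since no Y-linked gene besides these 4 was tested and their levels are the pattern itself.

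Genes of sterol and of fatty acid synthesis, which the paper does not discuss, were higher in *Atgl* ECKO LECs. Of 24 genes of sterol synthesis, 20 were higher and 2 lower (also 20 and 2 adjusted over the list alone), with a median log2 fold change of 0.42 (camera adjusted p = 2.54e-06, and adjusted p = 0.667 with an estimated correlation), among them *Fdft1* (0.94), *Msmo1* (0.80), *Lss* (0.76), *Fdps* (0.72) and *Idi1* (0.67). Of 13 genes of fatty acid synthesis, 11 were higher and 1 lower (also 11 and 1 adjusted over the list alone), with a median of 0.44 (camera adjusted p = 0.000118, and adjusted p = 0.267 with an estimated correlation), among them *Scd1* (2.79), *Acss2* (1.12), *Scd2* (0.89), *Fads2* (0.62) and *Fads1* (0.59). With an estimated correlation camera called 0 lists, so its values in that setting say little either way. *Scd1*, *Scd2*, *Fads1* and *Fads2* lie on chromosome 19 and *Fdft1* on chromosome 14. The median over both lists, 0.44, was 0.41 with chromosome medians removed and 0.42 after removal of the fit on GC content and length. This argues against chromosome-wide shifts and against GC content and length as the whole cause. After quantile normalization the median was 0.44. The median over all tested genes was already -0.009, so this step had little to move and decides nothing about scaling. A response to the loss of ATGL and a difference between the cells that arose in culture both stay open, and neither was tested.

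Interferon-stimulated genes, outside those the paper discusses as a group, had a median log2 fold change of -0.55 in *Atgl* ECKO LECs. As given in the Results, the control libraries differed widely for some of them. The camera call was lost without control replicate 2, without control replicate 3 and without the trend. With an estimated correlation camera called 0 lists, so the loss of the call in that setting says little either way.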

How the results depend on the processing

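Removal of chromosome medians was chosen after seeing the data, and the other settings were not. Under every alternative fitted to the genes, the counts at an adjusted p under 0.05 stayed within 1.5 times those reported, at 3687 to 5208 genes higher and 4028 to 5189 lower, and *Pnpla2* (-1.56 to -1.32), *Hspa5* (-0.42 to -0.18), *Xbp1* (-0.32 to -0.19) and *Hsp90b1* (-0.38 to -0.17) kept their direction with adjusted p under 0.05. Genes of Figure 3C numbered 12 to 13 higher and those of Figure 4A 11 to 13. The replicate block gave 4367 higher and 4602 lower and called lung epithelial markers higher (camera adjusted p = 0.0450), and same-numbered libraries shared little beyond a number (correlations of deviations 0.09, 0.09 and -0.15). At the thresholds of Figure 3A, 399 genes were higher and 430 lower with a pseudocount of 0.1 CPM, 419 and 444 with the ratio of mean CPM, 299 and 374 with no filter, 187 and 246 with a pseudocount of 3 CPM, 205 and 211 with a filter at a mean of 5 CPM, which tests fewer genes, and 861 higher and 770 lower with a fold change of 1.5, a lower threshold by construction. Lists called lower numbered 4 with no filter, 1 without the trend, 0 with an estimated correlation, 9 with fry, and 1 to 3 when 1 library was left out (1 without control replicate 3), against 2 as reported. Besides those named elsewhere, fry called lower PPAR targets (fry adjusted p = 0.00281) and Ephrin genes (fry adjusted p = 0.0314). Interferon-stimulated genes were not called by fry (adjusted p = 0.203). Lists called higher numbered 0 with an estimated correlation and 9 with fry, against 6. Fry called higher p53 targets (fry adjusted p = 0.000124), sterol synthesis (fry adjusted p = 0.00053) and fatty acid synthesis (fry adjusted p = 2.39e-05). It also called higher lung epithelial markers (fry adjusted p = 0.00011) and fibroblast, smooth muscle and pericyte markers (fry adjusted p = 0.0188). The genes of Figures 3C and 4A, chosen on these libraries, are counted here too. With chromosome medians removed, *Sel1l* (-0.17), *Myh11* (-0.077) and *Lyve1* (0.017) changed sign. *Lyve1* ranged from -0.058 to 0.0047 when 1 library was left out, the latter without *Atgl* ECKO replicate 3. Leaving out 1 library also moved some counts of list members. PPAR members higher numbered 3 without *Atgl* ECKO replicate 1, and neighbours of *Pnpla2* higher numbered 4 without control replicate 1. Sterol synthesis members lower numbered 0 or 1 without each library except *Atgl* ECKO replicate 1, and p53 targets lower numbered 1 without control replicates 1 or 3 or *Atgl* ECKO replicate 3. Except where the construction shows it, the cause was not tested. Of 2257 gene values under alternatives, 2244 kept direction and call, 5 lost the call, 4 gained it and 4 changed sign. The 142 genes behind these values were mostly named by the paper or picked for extreme changes or small adjusted p in the main fit. That choice favoured keeping the call, so the count does not describe genes in general. At this depth a gene at 1 CPM rests on 55.6 to 69.0 reads, which limits small changes in genes near the filter.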

Differences from the paper's values

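All tests named here were fixed before the values were seen, except removal of chromosome medians.

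The log2 fold change of *Pnpla2* was -1.48, and the paper's value is about -1.6 in Fig. 3A, read by eye. Of the alternatives set before the data were examined, a pseudocount of 0.1 CPM (-1.56), the ratio of mean CPM (-1.57) and leaving out control replicate 2 (-1.519) gave values within 0.082 of the paper's, which is the SD of the log2 values between libraries of a genotype, and the others did not. Leaving out *Atgl* ECKO replicate 1 (-1.516) missed this margin by less than a value read by eye can resolve.

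The paper states that *Hspa5*, *Xbp1* and *Hsp90b1* did not differ between the genotypes. All 3 were lower in *Atgl* ECKO LECs here at an adjusted p under 0.05 from limma, with log2 fold changes of -0.41, -0.29 and -0.18, and the highest adjusted p under the alternatives was 0.000231 for *Hspa5*, 0.0107 for *Xbp1* and 0.00362 for *Hsp90b1*, each with no moderation of the variances. None of the 3 was past the thresholds of Figure 3A (0 of 3), and neither was any of the 13 genes of Figure 4A (0 of 13), which the paper shows as significantly different and which were all higher here. In aortic ECs of *Atgl* ECKO mice given *mPcsk9* and an atherogenic diet, the paper reports higher *Hspa5* by single-cell RNA-Seq. Those are other cells under another treatment. It also reports higher ATF4 and CHOP protein in untreated *Atgl* ECKO LECs.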

Other observations

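Only the setting with chromosome medians removed and the look at *Malat1* were chosen after the result was seen. Genes of lipid droplets and triglyceride turnover moved in both directions in *Atgl* ECKO LECs, with 10 of 26 higher and 10 lower (also 10 and 10 adjusted over the list alone, median log2 fold change -0.06, camera adjusted p = 0.788). By fry the list was lower (fry adjusted p = 0.00261). The list includes *Pnpla2*, the deleted gene, which was lower by design and adds to this value, and the list was not tested without it. Over all 12837 tested genes, 4396 were higher and 4649 lower. *Lpl*, which encodes lipoprotein lipase, had a log2 fold change of -3.59 and the fatty acid transporter gene *Cd36* one of -1.74, which the added 1 CPM compresses (log2 ratio of mean CPM -5.25, from 2.56 and 0.0676 CPM), and *Bscl2*, which encodes the lipid droplet protein seipin, was higher at 1.01, as was the phosphatidate phosphatase gene *Lpin1* at 0.90. Of 14 vasomotor and nitric oxide genes, 6 were higher and 6 lower (also 6 and 6 adjusted over the list alone), with a median of 0.05 and a mean of -0.02 (camera adjusted p = 0.934). *Ddah1*, which breaks down an endogenous inhibitor of nitric oxide synthase, had a log2 fold change of -1.25, *Ptgs1* one of -0.96, the prostacyclin synthase gene *Ptgis* one of 0.87 and the caveolin gene *Cav1* one of 0.57. *Nos3*, which encodes eNOS, had 337 ± 12.5 CPM (SD, n = 3) in control and 376 ± 21.5 CPM (SD, n = 3) in *Atgl* ECKO LECs, a log2 fold change of 0.16 (95% confidence interval 0.07 to 0.24, adjusted p = 0.00251 from limma), and with no moderation of the variances the adjusted p was 0.0755, the highest among the alternatives. The paper reports lower eNOS protein in aortas of *Atgl* ECKO mice, which is another tissue.

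Cell cycle genes were lower in 16 of 26 cases and higher in 6 (also 16 and 6 adjusted over the list alone, median -0.19, camera adjusted p = 0.168). The mitotic genes *Bub1* (-0.58), *Bub1b* (-0.48) and *Top2a* (-0.43) were lower, while *Rrm2* (0.70) and the replication gene *Mcm4* (0.48) were higher. Glycolysis and hypoxia genes were higher in 11 of 20 cases and lower in 4 (also 11 and 4 adjusted over the list alone, median 0.14, camera adjusted p = 0.0905, 0.0447 with no filter and 0.904 with an estimated correlation), among them *Pgam1* (0.59), *Pfkl* (0.59) and the vasodilator peptide gene *Adm* (0.59). Of 14 genes of NRF2 and oxidative stress, 4 were higher and 9 lower (also 4 and 9 adjusted over the list alone, median -0.25, camera adjusted p = 0.0754, 0.0208 with no filter, 0.00907 with chromosome medians removed and 0.904 with an estimated correlation), with *Gpx1* at -0.49, *Srxn1* at -0.51 and *Hmox1* at 0.40. Lysosome and autophagy genes numbered 10 higher and 6 lower of 25 (also 10 and 6 adjusted over the list alone, median 0.06, camera adjusted p = 0.689). Among 14 genes of Notch, tip cells and angiogenesis, 5 were higher, such as *Angpt2* (1.28), and 7 lower, such as *Nrp1* (-1.46) and *Notch1* (-0.43), also 5 and 7 adjusted over the list alone (median -0.14, camera adjusted p = 0.453). Genes of endothelial to mesenchymal transition were higher in 4 and lower in 8 of 13 cases (also 4 and 8 adjusted over the list alone, median -0.21, camera adjusted p = 0.265), with *Cdh2*, which encodes N-cadherin, at -2.36 (log2 ratio of mean CPM -4.66), *Tgfbi* at -1.20 and *Snai2* at 0.76. By fry this list (adjusted p = 0.00011) and those of NRF2 (adjusted p = 0.00143) and Notch (adjusted p = 0.00192) were lower. By the same test, cell cycle genes were lower (fry adjusted p = 0.0478) and glycolysis and hypoxia genes higher (fry adjusted p = 0.00572). *Bub1*, *Bub1b*, *Srxn1* and *Notch1* lie on chromosome 2, *Mcm4* and *Snai2* on chromosome 16, *Rrm2* and *Lpin1* on chromosome 12, *Pgam1* and *Bscl2* on chromosome 19, and *Ptgs1* and *Ptgis* on chromosome 2, all chromosomes whose genes moved as a whole.

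At an adjusted p under 0.05, 9045 genes differed between control and *Atgl* ECKO LECs, and the highest number among other splits of the 6 libraries into 3 and 3 was 0 (1 of 10 splits as large, the real one included). With 10 splits a share under 0.05 cannot be reached. Every other split mixed the genotypes, which puts their difference into the spread within groups. A low count there was built in, so the contrast says little. The sequence with the most reads in every library, a clone-named gene, took 1.23% to 3.17% of the summed CPM, the most in *Atgl* ECKO replicate 3. The nuclear RNA *Malat1*, of chromosome 19, had 348 ± 39.3 CPM (SD, n = 3) in control and 738 ± 188 CPM (SD, n = 3) in *Atgl* ECKO LECs, a log2 fold change of 1.06 (adjusted p = 9.41e-07 from limma, and at most 0.0178 among the alternatives), also with its highest value in *Atgl* ECKO replicate 3, and RNA quality was not measured here. With chromosome medians removed, the log2 fold change of *Malat1* was 0.65.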
